# Genome-wide binding of SEPALLATA3 and AGAMOUS complexes determined by sequential DNA-affinity purification sequencing

**DOI:** 10.1093/nar/gkaa729

**Published:** 2020-09-05

**Authors:** Xuelei Lai, Arnaud Stigliani, Jérémy Lucas, Véronique Hugouvieux, François Parcy, Chloe Zubieta

## Abstract

The MADS transcription factors (TF), SEPALLATA3 (SEP3) and AGAMOUS (AG) are required for floral organ identity and floral meristem determinacy. While dimerization is obligatory for DNA binding, SEP3 and SEP3–AG also form tetrameric complexes. How homo and hetero-dimerization and tetramerization of MADS TFs affect genome-wide DNA-binding and gene regulation is not known. Using sequential DNA affinity purification sequencing (seq-DAP-seq), we determined genome-wide binding of SEP3 homomeric and SEP3–AG heteromeric complexes, including SEP3^Δtet^-AG, a complex with a SEP3 splice variant, SEP3^Δtet^, which is largely dimeric and SEP3–AG tetramer. SEP3 and SEP3–AG share numerous bound regions, however each complex bound unique sites, demonstrating that protein identity plays a role in DNA-binding. SEP3–AG and SEP3^Δtet^-AG share a similar genome-wide binding pattern; however the tetrameric form could access new sites and demonstrated a global increase in DNA-binding affinity. Tetramerization exhibited significant cooperative binding with preferential distances between two sites, allowing efficient binding to regions that are poorly recognized by dimeric SEP3^Δtet^-AG. By intersecting seq-DAP-seq with ChIP-seq and expression data, we identified unique target genes bound either in SEP3–AG seq-DAP-seq or in SEP3/AG ChIP-seq. Seq-DAP-seq is a versatile genome-wide technique and complements *in vivo* methods to identify putative direct regulatory targets.

## INTRODUCTION

Transcription factors (TF) often act cooperatively by forming heteromeric complexes, with proper oligomerization patterns thought to be a key component of gene regulation (1). How oligomerization affects DNA-binding site selection, either via changes in affinity or specificity, has been difficult to determine. The MADS TFs, named for founding members MCM1 (*Saccharomyces cerevisiae*), AGAMOUS (*Arabidopsis thaliana*), DEFICIENS (*Antirrhinum majus*) and Serum response factor (*Homo sapiens*), provide a key example of a TF family that is present in almost all eukaryotes and binds a highly conserved DNA sequence called a CArG-box (CC-’Adenine-rich’-GG) as an obligate dimer (2–4). In seed plants, however, this family has undergone a significant expansion and is able to form ternary complexes via the incorporation of protein–protein interaction domains present in the ‘MIKC’ MADS TFs, with MIKC referring to the domain names (5–7). The canonical M, or MADS DNA-binding domain (DBD) of the MADS TFs, is diversified via the I (Intervening), K (Keratin-like) and C-terminal domains, with the K domain acting as a plant-specific module required for tetramer formation within the MADS family. It is hypothesized that the K domain, was critical in the functional diversification of the family in plants by allowing the binding or accessing of novel genomic sites (8). However, this hypothesis has been challenging to test.

Some of the most extensively studied MADS TF complexes are those involved in flower organ identity. Their roles are described in the ‘floral quartet model,’ which explains the function of different tetrameric MADS complexes in floral organ development (9). This model elegantly synthesizes gene expression and protein–protein interaction patterns to illustrate how different MADS tetramers are required to trigger the regulation of unique subsets of target genes which in turn determine the identity of the organs in each whorl of the flower. The floral quartet model has been established in multiple species and is a general model for angiosperm floral organ identity dependent on MADS TF tetramerization (for review see (8)). For example, in the model plant *A. thaliana*, the MADS TFs, APETALA1 (AP1), APETALA3 (AP3), PISTILLATA (PI), AGAMOUS (AG) and the SEPALLATA clade (SEP1, 2, 3 and 4) act combinatorially to specify organ identity. The first whorl sepal identity is determined by the tetrameric AP1-SEP complex, petal identity is specified by AP1-SEP-AP3-PI, stamen identity by AP3-PI-SEP-AG and carpel identity by tetrameric SEP-AG. These unique MADS complexes exhibit slightly altered DNA binding specificity, resulting in the expression and/or repression of different sets of target genes (10–14). In addition to presenting two distinct DBDs and selecting for unique single sites, tetramerization is believed to affect DNA-binding via the formation of DNA loops, as the tetrameric MADS complexes bind two genomic sites independently, looping the DNA between sites (15–17). This adds the possibility of intersite spacing as a criterion for MADS TF complex binding in addition to simple motif selection based on nucleotide sequence of a single site. Thus, determining where in the genome specific MADS TF dimers and tetramers bind is complicated by the promiscuity of MADS protein–protein complex formation within the TF family, the oligomerization state of the proteins and the similar DNA-motifs recognized. For these reasons, deciphering the gene regulatory networks (GRN) dependent on MADS TFs has been a major challenge.

Based on structural and mutagenesis studies, the tetramerization domain of MADS TFs acts independently of the DBD and tetramerization can be abrogated without affecting the ability of the proteins to bind DNA as dimers or to recognize their cognate binding motifs (18,19). Recently, *in planta* experiments targeting the tetramerization interface of SEP3, however, have demonstrated that tetramerization plays an important functional role in the fourth whorl organ formation and floral meristem determinacy (20). *In vitro* electrophoretic mobility shift assay (EMSA) experiments also suggested that tetrameric complexes are able to access certain sites, which dimeric complexes do not bind, although these experiments are based on only a few sequences (20). The relative contributions of homo- and hetero-dimerization and tetramerization to DNA-binding affinity and specificity genome-wide are unknown. The MADS TF complexes provide an ideal model to investigate DNA-binding specificity and affinity and to decipher the role of oligomerization in DNA-binding in the context of the regulation of flower development genes. A new high-throughput sequencing technique using genomic DNA and *in vitro* purified TFs, DNA-affinity purification sequencing (DAP-seq) (21,22), provides the ideal method to address and answer these questions.

We developed a modified DAP-seq method for MADS TFs we term sequential DAP-seq (seq-DAP-seq). Using sequential purification based on multiple tags, we specifically isolate heteromeric MADS TF complexes prior to DNA-affinity purification. This facilitates the identification of binding sites corresponding to a single TF complex as opposed to *in vivo* methods, which will sample all possible physiological complexes containing the target TF. Using this method, the genome-wide binding of the SEP3 homomeric complex, the SEP3–AG heterotetramer and the SEP3^Δtet^-AG heterodimer were determined. These data show that SEP3 and SEP3–AG share many binding sites, but that SEP3–AG is able to access additional genomic regions. Comparing SEP3–AG and SEP3^Δtet^-AG demonstrates that tetramerization results in a preference for specific CArG-box intersite spacing as well as globally increasing in DNA-binding affinity. Comparing seq-DAP-seq with ChIP-seq and expression data for AG and SEP3 allowed the identification of putative *in vivo* direct targets of the SEP3–AG complex. Thus, seq-DAP-seq acts as both an alternative and as a complementary method to ChIP-seq for identifying genome-wide binding sites and putative target genes for the SEP3–AG MADS TF complexes. More broadly, these studies demonstrate the efficacy and simplicity of seq-DAP-seq in determining genome-wide binding of specific heteromeric complexes and identifying a large percentage of potential regulated *in vivo* targets.

## MATERIALS AND METHODS

### Plasmid construction

SEP3 (At1g24260.2), SEP3^Δtet^ (At1g24260.3), a SEP3 splice variant with deletion of amino acids 161–174 and AG (AT4g18960.1) coding sequences were polymerase chain reaction (PCR) amplified and cloned into modified pTnT vectors (Promega) to generate the following C-terminal-tagged constructs: SEP3–3×FLAG, SEP3^Δtet^ -3×FLAG and AG-5×MyC.

### Seq-DAP-seq

*In vitro* protein production was carried out using TnT^®^ SP6 High-Yield Wheat Germ Protein Expression System (Promega L3260) according to the manufacturer's instructions. For single protein DAP-seq, i.e. SEP3, 2 μg input plasmid DNA was used in a 50 μl TnT reaction. For seq-DAP-seq, equal molar amounts of purified plasmid DNA (around 2 μg per construct) were used as input in a 50 μl TnT reaction. For protein complex purification, the 50 μl TnT reaction producing SEP3–AG or SEP3^Δtet^-AG was combined with 50 μl IP buffer (phosphate-buffered saline supplemented with 0.005% NP40 and proteinase inhibitors (Roche)) and mixed with 20 μl anti-FLAG magnetic beads (Merck Millipore). Following 1 h incubation at room temperature, the anti-FLAG magnetic beads were immobilized, and washed three times with 100 μl IP buffer. Protein complexes were eluted with 100 μl IP buffer supplemented with 200 μg/ml 3×FLAG peptide (Merck Millipore). The eluted protein was then immobilized on anti-c-Myc magnetic beads (Thermo Scientific) and washed three times with 100 μl IP buffer in order to isolate homogeneous SEP3–AG or SEP3^Δtet^-AG complexes. In order to verify successful TnT protein production, Western blots of the samples after each immunoprecipitation step were run. The purified protein complex (Supplementary Figure S1), while still bound on anti-c-Myc magnetic beads, was used for DAP-seq following published protocols with minor modifications (22). Briefly, anti-c-Myc beads with bound SEP3–AG or SEP3^Δtet^-AG were resuspended in 100 μl IP buffer, and 50 ng DAP-seq input library pre-ligated with Illumina adaptor sequences was added (the average size of the sheared Col-0 Arabidopsis genomic DNA was 200–400 bp). The reaction was incubated for 90 mins and then washed six times using 100 μl IP buffer. The bound DNA was heated to 98°C for 10 min and eluted in 30 μl EB buffer (10 mM Tris–Cl, pH 8.5). The eluted DNA fragments were PCR amplified using Illumina TruSeq primers for 20 cycles, and purified by AMPure XP beads (Beckman). Due to the higher elution efficiency in our hands using FLAG versus Myc peptides, the anti-FLAG immunoprecipitation step was performed first for all heteromeric complexes. The libraries were quantified by qPCR using NEBNext Library Quant Kit for Illumina following manufacturer's instructions. Libraries with different barcodes were pooled with equal molarity, and sequenced on Illumina HiSeq (Genewiz) with specification of paired-end sequencing of 150 cycles. Each library obtained between 10 and 20 million reads. All DAP-seq and seq-DAP-seq experiments were performed in two to four replicates (Supplementary Figure S2).

### Electrophoretic mobility shift assay (EMSA)

EMSA were performed as described (20). The 96-bp DNA probe from the *KNU* promoter containing two CArG box binding sites with spacing shown as underlined was labeled with Cy5 (Eurofins). The first CArG box was predicted to be strongly bound with a score of 0.87 based on transcription factor flexible model (TFFM), with 1.0 being the highest score. Two additional CArG boxes were identified at 45–46 bp from the first site with low scores (0.006 and 0.017). The CArG box spacing was modified with 5 bp deletions or additions between CArG boxes. For EMSAs in Figure 4F, probe extremities were modified to maintain probe size at 96 bp and sequences are given below with CArG boxes underlined. Proteins were produced as described for seq-DAP-seq without further purification.

*KNU* WT sequence: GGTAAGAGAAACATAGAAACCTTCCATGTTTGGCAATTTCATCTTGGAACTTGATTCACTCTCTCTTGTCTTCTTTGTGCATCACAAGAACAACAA

KNU -5: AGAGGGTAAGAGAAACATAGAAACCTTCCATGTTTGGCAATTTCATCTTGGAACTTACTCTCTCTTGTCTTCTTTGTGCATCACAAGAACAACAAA

KNU -10: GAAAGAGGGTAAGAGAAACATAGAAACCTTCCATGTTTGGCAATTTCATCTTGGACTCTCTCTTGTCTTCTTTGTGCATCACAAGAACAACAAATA

KNU +5: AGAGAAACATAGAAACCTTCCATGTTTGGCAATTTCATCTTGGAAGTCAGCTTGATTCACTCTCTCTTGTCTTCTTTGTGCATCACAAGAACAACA

KNU +10: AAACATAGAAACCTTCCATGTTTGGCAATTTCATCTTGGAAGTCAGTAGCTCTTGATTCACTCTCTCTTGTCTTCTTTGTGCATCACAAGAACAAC

For EMSAs in Supplementary Figure S7A, the WT probe was *KNU* WT sequence (96 bp), and the modified probes were constructed without deleting the extremity bases, thus the size ranged from 86 bp (−10 probe), 91 bp (−5 probe), 101 bp (+5 probe) to 106 bp (+10 probe) (Supplementary Figure S7C).

### Bioinformatic analyses

#### DAP-seq and seq-DAP-seq read processing

Read quality was analysed with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The first nucleotide of each read was trimmed with Trimmomatic (23) with the HEADCROP:1 option, due to its poor quality. 3′ adapters were detected using FastQC and removed with the NGmerge software (24), used with the –a and –q 33 options. The reads were then aligned with bowtie2 (25) on the TAIR10 version of the *A. thaliana* genome (www.arabidopsis.org), devoid of the mitochondrial and the chloroplast genomes, using –X 2000 and –dovetail option. Only the reads reported at a single position (grep –v ‘XS:i:’) with a maximum of two mismatches with the reference genome (grep -e ‘∧@’ -e ‘XM:i:[012][∧0–9]’) were retained. The duplicate reads were removed using the samtools rmdup program.

#### Peak calling

For each sample, peaks were called using MACS2 (https://github.com/jsh58/MACS) with –f BAMPE, -g 120000000 –q 0.0001 –call-summits and the input DNA as control.

#### Consensus peak determination and pooling

For each DAP experiment (SEP3, SEP3–AG or SEP3^Δtet^-AG), consensus peaks between replicates were defined using the Multiple Sample Peak Calling (MSPC) package (cutoff = 10^−4^) (26). MSPC uses the *P*-value from MACS2 to assess the peak reproducibility. Each consensus peak created was scanned for possible subpeaks (identified based on the presence of multiple peak maxima detected by MACS2), split into several peaks if needed and the peak widths were then normalized to ± 200 bp around the peak maximum. For all the resulting peaks, a mean normalized coverage was computed as the mean of the normalized read coverage for each replicate.

#### Comparison between SEP3, SEP3–AG and SEP3^Δtet^-AG

Common and specific peaks (Figure 1C and D) between two experiments (SEP3, SEP3–AG or SEP3^Δtet^-AG) were determined according to the following procedure: peaks were considered common if at least 80% of two peaks overlapped with <50% of either peak non-overlapping. Peaks with more than 50% non-overlapping were considered new peaks. These values were chosen empirically based on visual inspection of the peaks in the Integrated Genome Browser (27). The averaged normalized coverage from each experiment, divided by the peak size, was computed for each peak. Figure 1C and D were computed using R (https://www.R-project.org) and the ggplot library (28). The coverage fold reduction (CFR) was computed as the ratio between the mean normalized coverages in SEP3–AG and SEP3^Δtet^-AG seq-DAP-seq. For Figure 3A, the regions were ranked according to their CFR and the intensity of the read signal was plotted as heat map centered on the peak maximum. For Figure 3B, the curves show the average peak intensities expressed as normalized read numbers. For Figure 4F, the bound regions were grouped in deciles according to their CFR and the percentage of sequences with the enriched spacings were calculated (using the indicated threshold to detect binding sites with the TFFM models). For Supplementary Figure S8, TFFM were used to calculate the best score in each bound region in ChIP-seq (SEP3 and AG) or in the SEP3–AG seq-DAP-seq. Results were box plotted and a *t*-test was applied.

**Figure 1.**
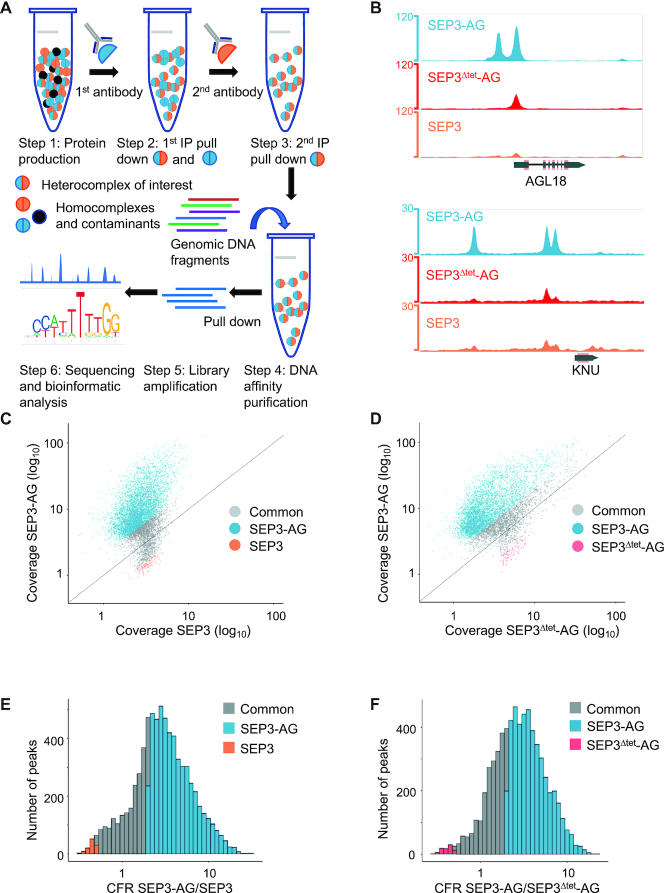
Seq-DAP-seq workflow and data analysis. (**A**) Schematic of the seq-DAP-seq protocol. Each TF or TF combination is expressed with a unique tag and purified by sequential pull-down using an appropriate antibody. Purified TF complexes are used for DNA-affinity purification and sequencing according to published protocols (21). (**B**) Integrated Genome Browser snapshot of SEP3–AG (blue), SEP3^Δtet^-AG (red) and SEP3 (orange) peaks from seq-DAP-seq showing complexes bind unique sites and common sites with varying intensity. Read count are shown on the *y*-axis. Gene names (*KNUCKLES* (*KNU)* and *AGAMOUS-LIKE-18* (*AGL18)*) are given on the *x*-axis. (**C**) Comparison of SEP3–AG and SEP3 datasets. Each peak is shown as a color-coded dot, with SEP3–AG specific peaks in blue, common peaks in gray and SEP3 specific peaks in orange. Peaks were assigned as specific to a TF complex based on whether a given peak exhibited at least a 2-fold difference in normalized read coverage between datasets. (**D**) Comparison of SEP3–AG and SEP3^Δtet^-AG datasets with SEP3–AG peaks in blue, common peaks in gray and SEP3^Δtet^-AG specific peaks in pink. Peak assignment as per (C). (**E**) CFR (ratio of normalized peak coverage of SEP3–AG/SEP3), color-coded per (C). (**F**) CFR of SEP3–AG/SEP3^Δtet^-AG, color-coded per (D).

#### Position weight matrices (PWM) and transcription factor flexible model (TFFM)

For each experiment, position weight matrices (PWM) and TFFM were determined on the 600 best peaks (judged according to their averaged coverage). PWM were generated by the meme-suite, using meme-chip (29) with options -meme-minw 16, -meme-maxw 16, -meme-nmotifs 1 –meme-pal. TFFM were generated using the TFFM-framework package and the PWM obtained in the meme-chip output (30). Based on the best TFFM/PWM score obtained for each bound region, each model prediction power was assessed by AUROC (Area Under the Receiver Operating Characteristic Curve) on the set of peaks excluding the 600 peaks used in the training set against an unbound set of regions, chosen with similar GC content, size, and origin (promoter, intron, exon and intergenic) than the set of bound regions (31).

#### Determination of preferred tetramer configuration

The computational method to plot intersite spacing was described in Stigliani *et al.* (31). The script was modified to include the use of TFFM. The normalized enrichment was computed by inventorying all the configurations made of two binding sites with scores above the given threshold. Since the PWM and TFFM used in this study are quasi symmetrical, we chose to consider indifferently the binding sites orientation. We then calculated the frequency (f) of each particular spacing (Cn with 0 ≤ *n* ≤ *S*_max_) among all dimeric sites in the positive set of bound regions and in the background set. Here, n and *S*_max_, respectively, stand for the considered spacing and the maximal spacing.

}{}$$\begin{equation*}\ {f_{i,C}} = \ \frac{{{C_i}}}{{\mathop \sum \nolimits_{k\ = \ 0}^{{S_{{\rm max}}}} {C_k}}}\end{equation*}$$

The normalized enrichment (*N*) shown in Figure 4 corresponds to the ratio between frequencies in the positive set and in the negative set for a given spacing.

}{}$$\begin{equation*}\ {N_{i,C}} = \ \frac{{{f_{i,{c_{pos}}}}}}{{{f_{i,{c_{neg}}}}}}\end{equation*}$$

#### RNA-seq experiments

Total RNA were extracted as described from wild-type (WT), *sep1 sep2* and *sep1 sep2 sep3* mutants, in duplicate and from two independent lines of *sep1 sep2 sep3* expressing *SEP3* (20). Quality of the total RNA was validated by their 260/280 absorbance ratio and the integrity of the ribosomal RNA on gel. RNA libraries construction and sequencing were performed by GENEWIZ (USA) using Illumina HiSeq and 2 × 150 bp configuration. Between 25 and 35 million reads were obtained for each library. Mapping onto the Arabidopsis genome (TAIR10), read count per gene and statistical analysis were done using STAR (no multimapping, mismatch number < 10), FeatureCount (default parameters) and EdgeR (default parameters), respectively, available in the Galaxy platform (32). Genes were considered differentially expressed (DE) between two genotypes when the log FC was >1 or <−1 and the FDR value < 0.05. 

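Gene counts of 6 RNA-seq libraries from inflorescences with young buds, 2 for each of the genotypes *sep1 sep2*, *sep1 sep2 sep3* and *sep1 sep2 sep3* expressing *SEP3*, were compared with the quasi-likelihood test of edgeR after TMM normalization. All 6 libraries entered one fit, so that the 3 genotypes shared one estimate of the spread between replicates, and the 25458 genes with a count in at least 1 library were tested. DE genes had a log2 fold change above 1 or below -1 and a Benjamini-Hochberg FDR under 0.05. In the libraries labelled *sep1 sep2 sep3*, 2098 genes were DE relative to *sep1 sep2*, of which 239 were higher and 1859 were lower. In *sep1 sep2 sep3* expressing *SEP3*, 1601 genes were DE relative to the libraries labelled *sep1 sep2 sep3*, of which 1461 were higher and 140 were lower. The libraries labelled *sep1 sep2 sep3* did not have fewer *SEP3* counts than *sep1 sep2*, so the direction of the first comparison rests on the labels. Without the threshold on the fold change, the choice that moved these numbers most, 4020 and 3174 genes passed the FDR alone. With 1 library left out in turn, between 1979 and 2042 of the 2098 genes and between 1503 and 1560 of the 1601 genes kept their direction and a log2 fold change beyond the threshold when the library left out belonged to the libraries compared. The authors' deposited tables of these comparisons, which hold 19777 genes, contain 1873 and 1484 genes past the same thresholds, of which 1770 and 1393 were also DE here, each with the same sign.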

DE genes were determined for *sep1 sep2 sep3* versus *sep1 sep2*, and *sep1 sep2 sep3* expressing *SEP3* versus *sep1 sep2 sep3*. The two DE gene lists were combined to give a full list of genes differentially regulated by SEP3 in at least one comparison.

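At least one of the comparisons called 2368 genes, against 2111 in the authors' deposited tables, and 1999 genes were in both lists. Of the 2368 genes, 1329 were DE in both comparisons with the same direction of the SEP3 effect: 1285 were lower in the libraries labelled *sep1 sep2 sep3* than in either other genotype and 44 were higher. A further 767 genes were DE only relative to *sep1 sep2*, 270 only in the comparison with *sep1 sep2 sep3* expressing *SEP3*, and 2 in opposite directions. Across the 18703 genes with a mean of at least 1 CPM after TMM normalization, the SEP3 effects of the comparisons had a Pearson correlation of 0.879 and a Spearman correlation of 0.625. Genes are not independent replicates, and both comparisons use the libraries labelled *sep1 sep2 sep3*, so part of this correlation arises by chance. In 30 simulated sets of 6 libraries in which no gene differed between genotypes, the Pearson correlation had a median of 0.503 (0.476 to 0.517), the Spearman correlation a median of 0.472 (0.451 to 0.484), and at most 2 genes were DE in both comparisons. The effects had the same sign in 71.6% of genes, against 66.0 to 67.5% in the simulated sets. When each comparison used another of the libraries labelled *sep1 sep2 sep3*, so that none was shared, the Pearson correlation was 0.781 or 0.694 and the Spearman correlation 0.554 or 0.408, depending on which library went to which comparison.

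**Figure D1:**
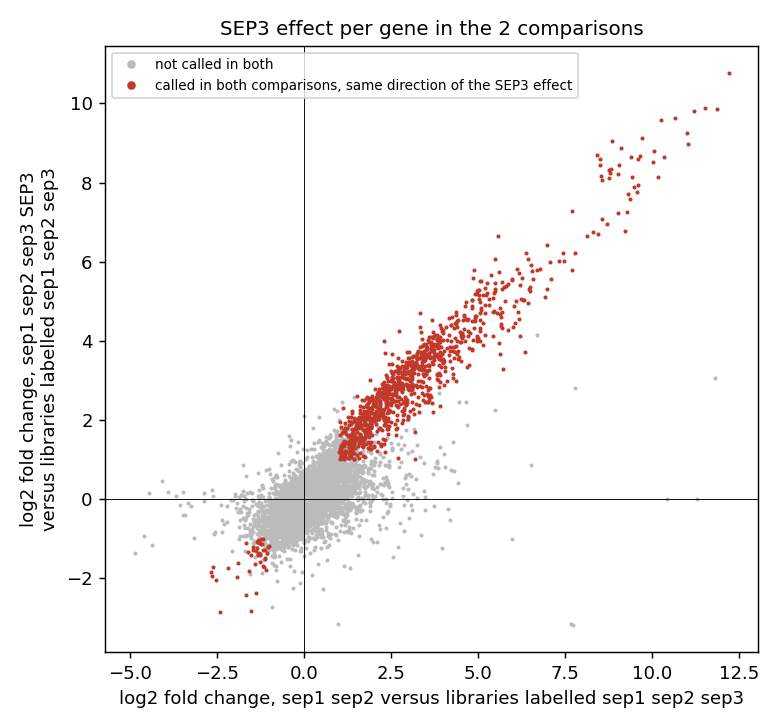
SEP3 effect (log2 fold change relative to the libraries labelled *sep1 sep2 sep3*) of each of the 18703 genes, in *sep1 sep2* on the horizontal axis and in *sep1 sep2 sep3* expressing *SEP3* on the vertical axis. Red points are DE in both comparisons in the same direction, and most of them lie in the upper right, where expression is lower in the libraries labelled *sep1 sep2 sep3* than in either other genotype.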

#### ChIP-seq data analysis

We used the respective datasets published by Pajoro *et al.* (33) and O’Maoiléidigh *et al.* (13) in which SEP3 and AG ChIP-seq were performed in inflorescence tissues 4 days after *AP1* induction in *pAP1:AP1-GR ap1–1 cal-1* plants for SEP3 ChIP-seq and in *pAG:AG-GFP pAP1:AP1-GR ap1–1 cal-1 ag-1* plants for AG ChIP-seq. The AG ChIP-seq peaks were directly downloaded as published and the SEP3 peaks were downloaded from the Remap database (34). SEP3 and AG common peaks were then determined by using the bedtools intersect command (35) with -f 0.8, -F 0.8 and -e options.

#### Determination of AG-regulated genes

The AG-regulated genes were determined by concatenating three lists from three different studies: two studies comparing gene expression with and without AG-GR activation in *35S::AG-GR ag-1 Ler* plants (36,37), and one study comparing gene expression in *pAG:AG-GFP pAP1:AP1-GR ap1–1 cal-1 ag-1* *Ler* plants compared to *35S:AP1-GR ap1–1 cal-1* *Ler* plants (background control) (13)

#### Determination of bound and regulated genes

For each SEP3 or AG-regulated gene, the genic region was defined using 3 kb upstream of the transcription start site and 1 kb downstream of the transcription termination site. A gene was considered bound if a ChIP-seq or a DAP-seq peak overlapped (without restriction). When dealing with genes regulated by SEP3 and AG, the directionality of the regulation was considered and only genes positively or negatively by both regulators were kept (Figure 5F and Supplementary File S1).

## RESULTS

### Determination of genome-wide binding sites of SEP3 and SEP3–AG complexes

Recent DAP-seq protocols have been used to determine the DNA binding specificity of monomeric or homo-oligomeric TFs in Arabidopsis, but with a low success rate for MADS TFs (21,22). In order to exploit the versatility of DAP-seq and apply this technique to the MADS TF family, we developed a modified DAP-seq protocol incorporating protein tagging and sequential protein complex purification called seq-DAP-seq (Figure 1A). Different epitope tags were fused to the C-terminus of the MADS TFs to reduce potential interference with protein–DNA interactions mediated by the N-terminal MADS DBD and to allow for sequential purification of the *in vitro* transcription-translation produced proteins. SEP3-FLAG, SEP3-FLAG/AG-Myc and SEP3^Δtet^-FLAG/AG-Myc complexes were purified by immunoprecipitation using either anti-FLAG or anti-FLAG and anti-Myc magnetic beads (Supplementary Figure S1). This allowed the selection of a single species of MADS complex for DNA affinity purification. A first immunoprecipitation step using anti-FLAG magnetic beads isolated SEP3-FLAG containing complexes. For purification of SEP3-FLAG/AG-Myc heterocomplexes, a second purification step using anti-Myc magnetic beads was used to isolate the desired SEP3-FLAG/AG-Myc complex and eliminate any potential contamination of SEP3 homodimers/tetramers. All DAP-seq and seq-DAP-seq experiments were performed using amplified Arabidopsis Col-0 genomic DNA, with 70–80% of reads mapped to the genome and up to 20% of reads mapped to peaks (Supplementary Figure S2). SEP3, SEP3–AG and SEP3^Δtet^-AG bound ∼2300, ∼6200 and ∼2000 genomic sites, respectively (see Figure 1B and Supplementary Figure S3 for examples). In order to quantify differences between the complexes we developed a procedure to compute a normalized read coverage for each peak present in at least one experiment. This modified procedure was necessary as automatic peak calling performed poorly in differentiating peaks that were common versus specific to the datasets (Supplementary Figure S4). A peak was assigned as specific to a given TF complex if it exhibited at least a 2-fold higher coverage for one complex as compared to the other. Using this criterion, SEP3, SEP3^Δtet^ -AG and SEP3–AG common and specific peaks were identified (Figure 1C–F).

### MADS complex binding site modeling and specificity

To decipher the specificity of each complex, we modeled their transcription factor binding sites (TFBS) using PWM and TFFM, a Hidden Markov Model-based TFBS modeling method, which accounts for dinucleotide dependencies (Figure 2) (30,38). The top 600 peaks for each complex were used for motif determination using the MEME Suite (29) and the predictive power of each model was evaluated on the total sets of bound regions based on an Area Under the Receiver Operating Curve (AUROC). AUROC analysis was performed by comparison with a set of unbound regions, with an AUROC score of 1 indicating a perfect model and 0.5 indicating a model with no predictive power. The PWM were determined for SEP3, SEP3–AG and SEP3^Δtet^-AG, revealing highly similar CArG box binding motifs for the different complexes (Figure 2) with AUROC values of 0.9, 0.839 and 0.916, for SEP3, SEP3–AG and SEP3^Δtet^-AG, respectively, indicative of highly predictive TFBS models. The AUROC values were further improved with TFFM, yielding exceptional AUROC values of 0.924, 0.869 and 0.939 for SEP3, SEP3–AG and SEP3^Δtet^-AG, respectively (Figure 2). The SEP3-derived models perform slightly less well on SEP3–AG data, suggesting that SEP3 and SEP3–AG complexes recognize somewhat different DNA binding sites (Supplementary Figure S5). In contrast, applying the TFBS models of SEP3–AG to SEP3^Δtet^-AG and vice versa demonstrated that each model performed equally as well for each dataset (Supplementary Figure S5). This is consistent with SEP3^Δtet^-AG dimer and SEP3–AG tetramer sharing the same DBD and thus recognizing the same DNA motifs. The slightly higher overall AUROC values for the SEP3^Δtet^-AG complex suggests an additional layer of specificity for SEP3–AG, not captured by the PWM or TFFM.

**Figure 2.**
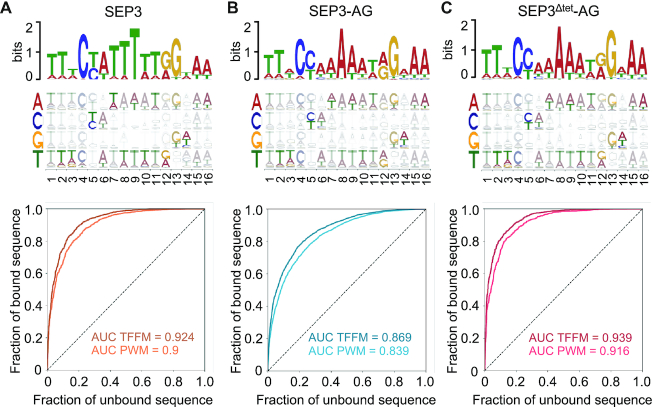
Modeling of TF binding sites. (**A**) (Top) PWM logo for SEP3 based on the top 600 bound regions. PWM computed using the MEME suite. (Middle) TFFM with dinucleotide dependencies depicted schematically. Darker colors indicate stronger dependency on the identity of the previous nucleotide. Nucleotides are color coded and shown on the *y*-axis and position given on the *x*-axis. (Bottom) PWM and TFFM were used to determine the ROC curves and AUC values. PWM are colored in light orange and TFFM in dark orange. A perfect model would account for 100% of bound regions with no false positives and yield an AUC of 1. The AUC indicate a strongly predictive model with the TFFM performing better as shown by the higher AUC scores. (**B**) (Top) PWM logo for SEP3–AG calculated as per (A). (Middle) TFFM for SEP3–AG. (Bottom) ROC curves and AUC values with PWM in light blue and TFFM in dark blue. (**C**) (Top) PWM logo for SEP3^Δtet^-AG calculated as per (A). (Middle) TFFM for SEP3–AG. (Bottom) ROC curves and AUC values with PWM in pink and TFFM in dark pink.

### Tetramerization of SEP3–AG increases DNA-binding affinity and enriches for specific intersite spacing

Comparing seq-DAP-seq datasets for tetrameric SEP3–AG and dimeric SEP3^Δtet^-AG, the tetrameric form had more bound regions and a greater proportion of mapped reads in the peaks than the dimeric form (Supplementary Figure S2). By presenting two DBDs instead of one, the tetramer would be predicted to be a higher affinity binder of DNA. This hypothesis is strongly supported by the seq-DAP-seq data (Figures 1D and F and 3). Comparing the normalized binding intensity for SEP3–AG and SEP3^Δtet^-AG demonstrates that while some sites are as strongly bound in both datasets, the dimeric SEP3^Δtet^-AG demonstrates a binding reduction at many sites (Figure 3). Examining the average binding intensity for sites common to SEP3–AG, SEP3^Δtet^-AG and SEP3 shows that the intensity of binding follows a clear trend with the tetrameric SEP3–AG complex binding most strongly to DNA, followed by the SEP3^Δtet^-AG complex and finally by the SEP3 homocomplex, which may be non-physiological as no specific function for the SEP3 homocomplex has been identified (Figure 3B).

**Figure 3.**
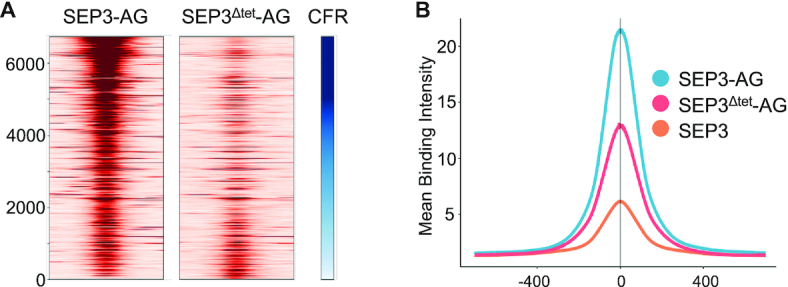
Binding comparisons for seq-DAP-seq datasets. (**A**) Heat map of read intensity for SEP3–AG (left) and SEP3^Δtet^-AG (right) with dark red indicating highest number of reads. Peaks are sorted by CFR on the *y*-axis (CFR ranging from 16.45 to 0.37, with highest CFR in dark blue); *x*-axis is a 1000 bp window for each peak. (**B**) Mean binding intensity of seq-DAP-seq peaks for SEP3–AG (blue), SEP3^Δtet^-AG (pink) and SEP3 (orange). *X*-axis is number of bp from the peak center at 0. The mean binding intensity is normalized to read count.

In order to determine whether tetramerization could play a role in addition to globally increasing binding affinity, we investigated whether the tetrameric SEP3–AG complex favors CArG boxes with specific intersite spacing, as the tetramer would be able to bind two sites concurrently. Using the optimized TFFM, we examined enrichment of intersite spacings between CArG boxes in the SEP3–AG and SEP3^Δtet^-AG bound regions. SEP3–AG bound regions revealed an enrichment of ∼36–37, 46–47 and ∼57 bp spacing between CArG box motifs (Figure 4A and B) that are not present in the SEP3^Δtet^-AG dataset nor in the SEP3 dataset, which exhibited no strong preference for any spacing (Figure 4C and D). This syntax preference became more evident when analyzing the regions highly specific for SEP3–AG (CFR > 8) (Figure 4B). Moreover, we observed a strong correlation between the intensity of the binding reduction in SEP3^Δtet^-AG and the frequency of preferred spacings in bound regions (Figure 4E). The observation that the SEP3 homocomplex did not exhibit any clear intersite spacing preference in DAP-seq, may suggest that different MADS tetrameric complexes behave differently with respect to site spacing or that the SEP3 homotetramer is less stable than the SEP3–AG heterotetramer under these conditions. EMSA studies have demonstrated intersite spacing preferences for SEP3 homotetramers, albeit on a single DNA sequence with strongly bound CArG box sites (18). Interestingly, examination of common peaks in SEP3 and AG ChIP-seq data did not reveal a preference for any intersite spacing (Supplementary Figure S6). As SEP3 and AG also form complexes with the MADS TFs, APETALA3 and PISTILLATA, the presence of these or other factors *in vivo* may mask SEP3/AG intersite distances.

**Figure 4.**
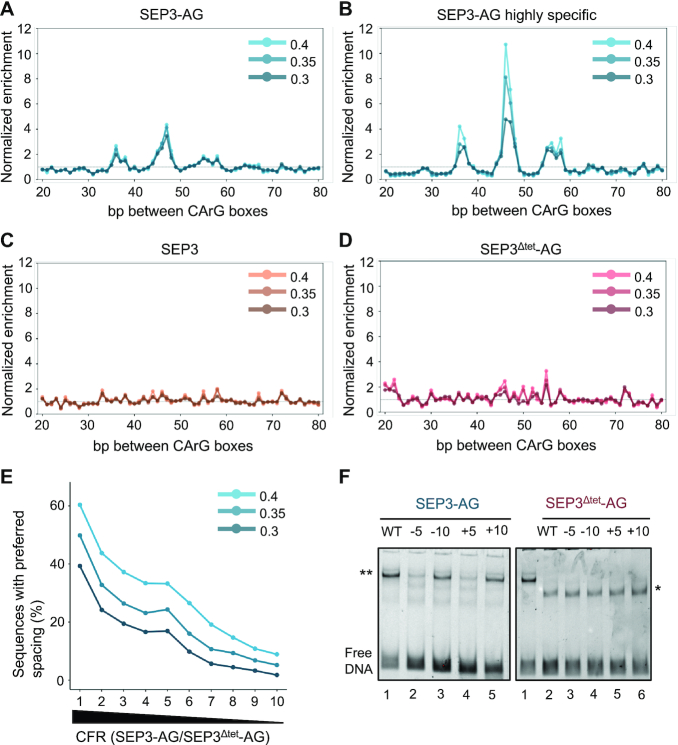
Analysis of intersite spacing for SEP3–AG, SEP3 and SEP3^Δtet^-AG. (**A**) Seq-DAP-seq data for SEP3–AG shows an over-representation of specific distances between CArG box binding sites (∼36, ∼46 and ∼56 bp). All bound regions were included in the analysis with score thresholds selected empirically as described in the ‘Materials and Methods’ section. (**B**) Peaks assigned as SEP3–AG highly specific exhibited a stronger enrichment in intersite distances. Thresholds as per (A). (**C** and **D**) SEP3 (C) or SEP3^Δtet^-AG (D) bound regions did not exhibit any intersite distance preference. (**E**) Percentage of sequences with preferred spacings in deciles of regions sorted according to the CFR SEP3–AG/SEP3^Δtet^-AG (decile 1 has strongest CFR, decile 10 the weakest). Regions for which SEP3^Δtet^-AG has strongest impact exhibited a higher frequency of preferred site spacing. (**F**) EMSA with different CArG box intersite spacing using a bound region from the *KNU* promoter. WT sequence with 45–46 bp between CArG boxes, deviations from WT spacing are labeled −5, −10, +5 and +10. SEP3–AG and SEP3^Δtet^-AG EMSAs are shown and labeled above the gel. For lane1 in SEP3^Δtet^-AG, SEP3–AG was run as a control. ** Represents the tetrameric SEP3–AG complex and * the dimeric SEP3^Δtet^-AG complex.

To further investigate the intersite spacing preference of SEP3–AG versus SEP3^Δtet^-AG derived from seq-DAP-seq genome-wide analysis, we performed EMSAs using DNA from the promoter of *KNUCKLES* (*KNU)*. *KNU* is important for the termination of the floral meristem and acts by directly repressing the floral meristem maintenance gene, *WUSCHEL* (39). The *KNU* promoter sequence is bound in seq-DAP-seq data by SEP3–AG (Figure 1B), and has been shown to be directly regulated by AG and the SEP3–AG complex (13,20,40). Interestingly, *KNU* was not bound in AG or SEP3 ChIP-seq datasets (13,33) illustrating the variability in binding due to experimental conditions even for known direct target genes of a given TF or TF complex. The spacing of the CArG boxes in the *KNU* promoter is 45–46 bp with one site predicted to be strongly bound (CCATGTTTGG) and the second site, with two adjacent non-canonical CArG boxes (CTTCTTTGTG and TCTTCTTTGT), to be more weakly bound based on TFFM binding site prediction. We generated DNA fragments with varied spacings between the *KNU* promoter CArG box binding sites and examined the effect on SEP3–AG and SEP3^Δtet^-AG interactions by EMSA. SEP3–AG tetramer binding was very sensitive to CArG-box intersite distance, exhibiting a clear preference for 45–46 ± 10 bp spacing, with almost no tetramers bound for 45–46 ± 5 bp spacing (Figure 4F and Supplementary Figure S7A), consistent with the seq-DAP-seq analysis (Figure 4A and B). SEP3^Δtet^-AG showed no preference for any spacing, binding strongly as a dimer to all DNA fragments tested (Figure 4F). The preference for spacings that vary by ∼10 bp is likely due to the presentation of the CArG box binding sites at equivalent positions on the DNA helix which completes an integral turn every ∼10 bp. As only a single band was observed and mutation of the predicted strong binding site abrogated SEP3^Δtet^-AG, the second weaker binding site was not bound by the dimeric SEP3^Δtet^-AG complex (Supplementary Figure S7B). These results confirm that tetramerization allows access to different binding modes, in this case two-site binding with a strong spacing preference, whereas dimers preferentially bind a single high affinity site but are unable to interact with lower affinity secondary sites.

### Seq-DAP-seq identifies direct regulated targets of SEP3–AG

Seq-DAP-seq provides a global overview of potential TF binding sites genome-wide. These bound regions will include sites that are difficult to detect by ChIP-seq due to cell- or tissue-specific binding or are not bound *in vivo* due to low accessibility caused by closed chromatin structure or occupancy by other factors, for example. In addition, most bound regions *in vitro* or *in vivo* will not correspond to regulated target genes as it has been often observed that only a low proportion of binding events are linked to regulation (41–44).

In order to determine which of the seq-DAP-seq sites correspond to likely *in vivo* binding sites of the SEP3–AG complex and regulated target genes, we first compared the bound regions in seq-DAP-seq with those bound in ChIP-seq by AG, SEP3 or both (13,33) (Supplementary File S1). We found a significant overlap between genes associated to seq-DAP-seq regions and to ChIP-seq bound regions (Figure 5A–C). To identify regulated targets, we intersected the seq-DAP-seq and ChIP-seq binding data with the list of genes regulated by AG, SEP3 or both (Supplementary File S1) (13,14). 

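RNA-seq counts the reads that map to each gene, so that the count of a gene follows the abundance of its transcripts in the tissue. Inflorescence RNA of 3 Arabidopsis genotypes was sequenced, with 2 libraries per genotype. The *sep1 sep2* double mutant keeps *SEP3*, the *sep1 sep2 sep3* triple mutant also carries a mutation in *SEP3*, and *sep1 sep2 sep3 SEP3* stands for triple mutant plants that express *SEP3*, for which each library is an independent line. Wild-type libraries were not analysed here. The authors mapped the reads to TAIR10 with STAR, left out reads that map to several places, counted reads per gene with FeatureCount and deposited the counts of 33610 genes in each library without normalization. The paper gives the depth as reads per library, whereas the values here use the reads counted on genes. These amounted to 25268964 and 24500053 in *sep1 sep2*, 24302449 and 30628863 in the libraries labelled *sep1 sep2 sep3* and 31263376 and 24000063 in *sep1 sep2 sep3 SEP3*. TMM normalization factors ranged from 0.963 to 1.04, and the 10 genes with the most counts took between 2.96 and 4.09% of a library. Counts of libraries of one genotype differed by 14.5 to 19.2 chi-square units per degree of freedom, and those of libraries of different genotypes by 37.3 to 85.4. Counting both reads of a pair would raise these values. They were used to check that the 6 libraries are distinct and, further below, to set the libraries labelled *sep1 sep2 sep3* against other genotypes. Normalized counts below are in CPM after TMM normalization, and adjusted p-values are Benjamini-Hochberg FDR values of edgeR's quasi-likelihood test over all tested genes.
*SEP3* (AT1G24260, chromosome 1 of TAIR10.1, 8593536 to 8596123) had 133 ± 3.93 CPM (SD, n = 2) in *sep1 sep2*, 150 ± 0.95 in the libraries labelled *sep1 sep2 sep3* and 411 ± 111 in *sep1 sep2 sep3 SEP3*, where line 1 had 489 and line 2 had 332. The difference between the libraries labelled *sep1 sep2 sep3* and *sep1 sep2* was within the replicate error (log2 fold change 0.17, standard error 0.15, FDR 0.502 from edgeR's test). *SEP3* counts therefore do not separate these genotypes, and the labels were used as given. *SEP3* rose in *sep1 sep2 sep3 SEP3* (log2 fold change 1.45, standard error 0.15, FDR 9.86e-06 from the same test). *AG* (AT4G18960) did not change measurably in either comparison (log2 fold changes -0.14 and -0.19, FDR 0.569 and 0.473 from the same test). *SEP2* (AT3G02310) had 61.7 ± 24.6 CPM (SD, n = 2) in *sep1 sep2* and 13.5 ± 2.84 in the libraries labelled *sep1 sep2 sep3*, whereas the complemented lines differed, with 16.6 CPM in line 1 and 108 in line 2. Its log2 fold change relative to *sep1 sep2* was -2.19 (standard error 0.55, FDR 0.0131 from the same test), and it passed the threshold in 8 of 14 other settings (FDR from 0.000198 to 0.36). *SEP1* (AT5G15800, chromosome 5, 5151334 to 5154253) moved the other way, with 2.31 ± 0.435 CPM (SD, n = 2) in *sep1 sep2*, 5.16 ± 0.626 in the libraries labelled *sep1 sep2 sep3* and 3.13 ± 1.39 in *sep1 sep2 sep3 SEP3*. Its log2 fold changes were 1.16 (standard error 0.33, FDR 0.0289 from the same test) and -0.73 (FDR 0.194), and the first passed the threshold in 8 of 14 other settings (FDR from 0.0168 to 0.0703). *SEP1* overlaps genes on the other strand, and its counts could include their reads.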

To obtain the genes regulated by SEP3, we performed RNA-seq analyses on inflorescence meristems with young buds up to stages 10–11 of the *sep1 sep2 sep3* triple mutant compared to the *sep1 sep2* mutant or the triple *sep* mutant complemented with *SEP3* (20). 

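Genes bound by both SEP3 and AG in ChIP-seq, as listed in Supplementary File S1, were intersected with the SEP3-regulated genes, which are those DE in the libraries labelled *sep1 sep2 sep3* relative to *sep1 sep2* or relative to *sep1 sep2 sep3 SEP3*. The term covers any DE call, whether expression changed within cells or the organs in the samples differed. Of the ChIP-seq-bound genes, 1667 had counts and 9.72% of these were SEP3-regulated, against 2206 of the 23791 other genes, or 9.27%. This difference was within chance variation (odds ratio 1.053, two-sided Fisher's exact test, p = 0.541). The other genes include genes bound in ChIP-seq by only SEP3 or only AG, so they are not genes without SEP3 binding. Over the other settings the odds ratio lay between 0.9195 with edgeR's filter on low counts and 1.434 without the threshold on the fold change, and only the latter differed from 1 by more than chance (p = 1.42e-09, Fisher's exact test). Of the ChIP-seq-bound genes that were SEP3-regulated, 54.9% were also bound by SEP3-AG in seq-DAP-seq. Among the 1505 ChIP-seq-bound genes with counts that were not SEP3-regulated, 733 were also bound in seq-DAP-seq, a share of 48.7%. These shares did not differ by more than chance (odds ratio 1.284, two-sided Fisher's exact test, p = 0.137).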

Focusing on genes regulated by AG, SEP3 or both, the overlap between seq-DAP-seq- and ChIP-seq-bound genes becomes very high (60% of the ChIP-seq bound genes are present in the seq-DAP-seq list with hypergeometric test -log(p) values = 180, 108 and 55, respectively (Figure 5D–F and Supplementary File S1). This subset was chosen as it meets all the criteria for a likely direct target gene of the SEP3–AG complex- bound in both seq-DAP-seq and ChIP-seq and exhibiting differential expression in at least one RNA-seq dataset. 

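For SEP3, the RNA-seq criterion left 89 genes that were bound in ChIP-seq and in seq-DAP-seq and DE in at least one of the comparisons. Expression of 75 of them was raised with SEP3, that is, lower in the libraries labelled *sep1 sep2 sep3*, and that of 14 was lowered, while 50 were DE in both comparisons. The 73 genes that were bound in ChIP-seq only comprised 58 raised and 15 lowered genes, of which 38 were DE in both comparisons.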

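Binding of the SEP3 homocomplex in DAP-seq was set against the SEP3-regulated genes in the same way. Among the 2940 genes with counts that were bound by SEP3 alone in DAP-seq, 303 were SEP3-regulated, or 10.3%, against 2065 of the 22518 other genes, or 9.17%. The odds ratio of 1.138 did not pass the threshold (two-sided Fisher's exact test, p = 0.0502). Over the other settings it lay between 1.082 and 1.189, and it passed the threshold in 7 of 16 (p from 0.000421 to 0.266, Fisher's exact test). One of these, chosen after seeing the data, was the test over genes with a mean of at least 1 CPM, where 11.2% of the bound and 9.61% of the other genes were SEP3-regulated (p = 0.0187, Fisher's exact test). Of the SEP3-regulated genes bound in ChIP-seq, 39.5% were also bound in SEP3 DAP-seq, against 10.8% of the SEP3-regulated genes outside the ChIP-seq list (odds ratio 5.37, two-sided Fisher's exact test, p = 2.76e-19). Among genes that were not SEP3-regulated, the corresponding shares were 29.2 and 10.2% (odds ratio 3.65, two-sided Fisher's exact test, p = 2.39e-85). Among ChIP-seq-bound genes, the share of 39.5% in SEP3-regulated genes was higher than that of 29.2% in the others by more than chance (odds ratio 1.58, two-sided Fisher's exact test, p = 0.00885). This held under every other setting (p from 0.00502 to 0.0236) except without the threshold on the fold change, where the odds ratio was 1.062 (p = 0.627, Fisher's exact test).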

As a control, performing the same analysis with genes bound by the SEP3 homocomplex in DAP-seq yielded a slightly less significant overlap, as predicted for the non-physiological SEP3 homocomplex (Supplementary Figure S9 and File S1). The high degree of overlap between seq-DAP-seq and ChIP-seq for SEP3–AG targets and the significant proportion of DE genes dependent on AG and/or SEP3 indicates that we are able to identify many of the binding sites by seq-DAP-seq that are bound and regulated *in vivo* by the SEP3–AG complex.

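The overlap for SEP3-AG seq-DAP-seq was computed over the 1999 genes DE both here and in the authors' deposited tables, since Supplementary File S1 lists which SEP3-regulated genes were bound in seq-DAP-seq by the authors' calls. Of these genes, 149 were bound in ChIP-seq, and 85 of the 149, or 57.0%, were also bound in seq-DAP-seq, whereas 452 of the other 1850, or 24.4%, were bound in seq-DAP-seq (odds ratio 4.10, two-sided Fisher's exact test, p = 9.17e-16). Under the other settings the odds ratio stayed between 3.89 and 4.22. Each setting was restricted to genes that the authors' tables also call, which narrows this range by construction. From the overlap of the in vitro and in vivo binding and from the share of DE genes among the bound genes, the paper concludes that seq-DAP-seq identifies many of the sites that SEP3-AG binds and regulates in vivo.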

**Figure 5.**
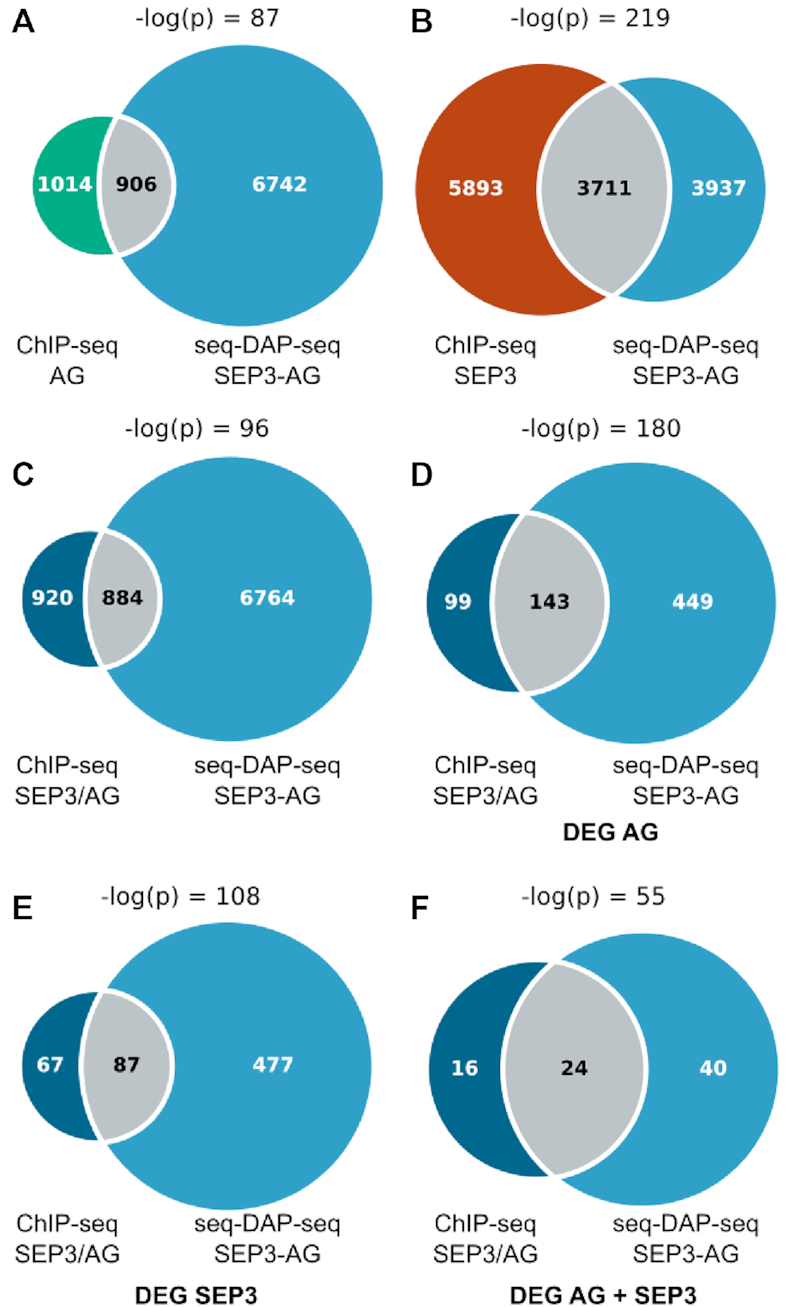
Venn diagrams for seq-DAP-seq, ChIP-seq and RNA-seq datasets. (**A**) Overlapping genes associated with peaks in AG ChIP-seq and SEP3–AG seq-DAP-seq. The AG ChIP-seq (green) and SEP3–AG seq-DAP-seq (blue) show significant overlap (gray) with –log (p) = 87. (**B**) Overlap of SEP3 ChIP-seq (brown) and SEP3–AG seq-DAP-seq (blue). Overlapping genes associated with peaks are in gray with -log (p) = 219, demonstrating highly significant overlap. (**C**) Common bound genes for AG and SEP3 ChIP-seq (dark blue) overlapped with SEP3–AG seq-DAP-seq (light blue), common genes are in graey. (**D**) Overlap of genes differentially regulated by AG (DE genes for AG were determined by combining literature experiments comparing gene expression in *35S::AG-GR ag-1* mutant with and without dexamethasone treatment (36,37) and one study comparing gene expression in *pAG:AG-GFP pAP1:AP1-GR ap1–1 cal-1 ag-1* plants compared to *35S:AP1-GR ap1–1 cal-1* plants (13)) and bound in SEP3 (33) and AG (13)ChIP-seq (dark blue) with genes differentially regulated by AG and bound in SEP3–AG seq-DAP-seq (light blue). Overlapping genes are in gray. (**E**) Overlap of genes differentially regulated by SEP3 (DE genes for SEP3 were determined by comparing *sep1 sep2 sep3* versus *sep1 sep2* and *sep1 sep2 sep3* expressing *SEP3* versus *sep1 sep2 sep3, this study*) and bound in SEP3 and AG ChIP-seq (dark blue) with genes differentially regulated by SEP3 and bound in SEP3–AG seq-DAP-seq (light blue). Overlapping genes are in gray. (**F**) Overlap of genes differentially regulated (either unregulated or down regulated in both) by AG and SEP3 and bound in SEP3 and AG ChIP-seq (dark blue) with genes differentially regulated by AG and SEP3 and bound in SEP3–AG seq-DAP-seq (light blue). Overlapping genes are in gray (gene lists are provided in Supplementary File S1).

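For Figure 5E, Supplementary File S1 lists 631 genes as regulated by SEP3 and bound in ChIP-seq, seq-DAP-seq or both. All 631 pass the thresholds in at least one of the authors' deposited tables, and 601 were DE here. The paper's 67 ChIP-seq-specific genes included 64 that were DE here, its 87 common genes 85, and 452 of the genes specific to seq-DAP-seq were DE here. The remaining genes had counts but did not pass both thresholds in the fit of all 6 libraries.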

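For Figure 5F, the paper's list of genes changed in the same direction by AG and SEP3 holds 138 genes marked as over-expressed and 24 marked as under-expressed. Since the paper chose this list on these libraries, the DE calls are not independent evidence for it, and no test was made of how many of its genes were DE. The SEP3 effect passed the thresholds in the listed direction for 156 of these genes in at least one comparison, for 125 relative to *sep1 sep2*, for 116 in *sep1 sep2 sep3 SEP3* relative to the libraries labelled *sep1 sep2 sep3* and for 85 in both. Passing the thresholds against the listed direction was seen for 0 genes, and at an unadjusted p-value under 0.05 for 2 genes in the first comparison and 0 in the second. Of the 156 genes, 39 were bound in ChIP-seq and 23 of these, or 59.0%, also in seq-DAP-seq, against 39 of the other 117, or 33.3% (odds ratio 2.85, two-sided Fisher's exact test, p = 0.00765).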

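No gene ontology annotation was used here. In its place, lists of marker genes, written before the data were examined, were tested with camera from limma on log2 CPM values, with Benjamini-Hochberg adjustment over 7 lists and 2 comparisons. The carpel and ovule list (*CRC*, *INO*, *SHP1*, *SHP2*, *STK*, *SPT*, *HEC1*, *HEC2*, *HEC3* and *NGA1*) had a median log2 fold change of -2.49 in the libraries labelled *sep1 sep2 sep3* relative to *sep1 sep2* (FDR 3.42e-05), and 8 of its 10 genes were DE, each of them lower. In *sep1 sep2 sep3 SEP3* relative to the libraries labelled *sep1 sep2 sep3*, the median was 2.75, or 2.24 with the gene near the detection limit set to its lower bound (FDR 1.91e-05), and 7 genes were DE, each of them higher. With the FDR adjusted over the list alone, 8 genes were DE in each comparison. Of the 10 genes, 7 are in the paper's list of SEP3-regulated and bound genes, so this list is not independent of it. A list of 14 tapetum and pollen wall genes had medians of -3.74 and 3.44 (FDR 1.19e-16 and 2.12e-17 from camera), with every gene DE in both comparisons, also with the FDR adjusted over the list alone, and 4 of these genes are in the paper's list of SEP3-regulated and bound genes. The list of 9 floral MADS-box genes other than *SEP* genes, which includes *AP1*, *AP3*, *PI* and *AG*, had medians of -0.14 and -0.10 (FDR 0.935 and 0.662 from camera), and its sign in the second comparison changed with the library left out. Its genes moved both ways, from -0.78 to 1.24 in the first comparison and from -1.13 to 0.7 in the second, so its median decides nothing. In the first comparison *CAL* was DE and higher, and in the second *AP1* was DE and lower. Inflorescence counts cannot tell lower expression within an organ from less of that organ in the sample, and no test here separates them. The calls for the carpel and ovule list and the tapetum list held under fry (FDR 0.0124 for each) and did not hold with camera's estimated correlation between genes (FDR 0.175 for each). Under fry the MADS-box list passed the threshold in the second comparison only (FDR 0.0124, against 0.559 in the first).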

Gene ontology analysis of regions bound in both ChIP-seq and seq-DAP-seq for SEP3–AG and regulated by either AG, SEP or both shows a strong enrichment in genes important for floral meristem determinacy, flower development, organ identity, carpel development and gynoecium development (Supplementary Excel File S2). Overall, regions bound only in seq-DAP-seq have few GO terms that are enriched, with the majority of enriched GO terms corresponding to the set of common genes identified in both ChIP-seq and seq-DAP-seq experiments (Supplementary Excel File S2). Comparing seq-DAP-seq data with AG DE genes does reveal a significant enrichment in abscisic acid, apocarotenoid, sesquiterpenoid and tertiary alcohol metabolic processes, which are not enriched in ChIP-seq datasets. Whether the enrichment in these processes is physiologically relevant remains to be determined in further studies of SEP3–AG targets.

Common genes bound and regulated by SEP3–AG based on these data include well-established fourth whorl-specific genes, such as *HECATE1*, *SHATTERPROOF2*, *SUPERMAN* and *SPOROCYTELESS* (13,36,45,46) (Supplementary Figure S10 and File S1). 

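Counts of these genes differed widely, which sets how well each change was measured. *HECATE1* (*HEC1*, AT5G67060, chromosome 5, 26765992 to 26767257 in TAIR10.1) had 1.06 ± 0.0375 CPM (SD, n = 2) in *sep1 sep2*, 0.177 ± 0.133 in the libraries labelled *sep1 sep2 sep3*, which held only 2 and 8 counts, and 1.78 ± 0.35 in *sep1 sep2 sep3 SEP3*. Its log2 fold changes were -2.49 (standard error 0.62, FDR 0.0131 from edgeR's quasi-likelihood test) relative to *sep1 sep2* and 3.25 (standard error 0.61, FDR 0.00218) in *sep1 sep2 sep3 SEP3* relative to the libraries labelled *sep1 sep2 sep3*. *SHATTERPROOF2* (*SHP2*, AT2G42830, chromosome 2, 17820114 to 17824013) had 14 and 4 counts in the libraries labelled *sep1 sep2 sep3* and changed by -3.39 (standard error 0.51, FDR 0.000298 from the same test) and 3.46 (standard error 0.50, FDR 0.000273). It overlaps a gene on the other strand, and the counting is not stated to use the strand. *SPOROCYTELESS* (*SPL*, AT4G27330, chromosome 4, 13682078 to 13683594) had 13.2 ± 1.7, 2.67 ± 0.127 and 17.5 ± 0.338 CPM (SD, n = 2 each) and changed by -2.31 (FDR 1.22e-06 from edgeR's test) and 2.71 (FDR 2.08e-07). *SUPERMAN* (*SUP*, AT3G23130, chromosome 3, 8242256 to 8243372) had 1.66 ± 0.458, 0.613 ± 0.196 and 1.5 ± 0.404 CPM (SD, n = 2 each), from 14 to 58 counts per library. It was lower in the libraries labelled *sep1 sep2 sep3* in both comparisons, by -1.44 on the log2 scale (standard error 0.49) relative to *sep1 sep2*, but did not pass the threshold in either (FDR 0.0604 and 0.109 from edgeR's test). Over the other settings its FDR in the first comparison ranged from 0.0257 to 0.111 and passed the threshold only with edgeR's likelihood ratio test. The libraries labelled *sep1 sep2 sep3* decide the size of the change in *HEC1* and *SHP2*. Relative to *sep1 sep2*, the log2 fold change was -1.94 for *HEC1* and -4.71 for *SHP2* without the first of them, and -3.59 and -2.64 without the second.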

ChIP-seq specific targets (∼21 genes) include *CRABS CLAW, HECATE2* and *SHATTERPROOF1*. 

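The paper's list of co-regulated genes bound only in ChIP-seq holds 16 genes, and all 16 were DE in the listed direction here, 15 relative to *sep1 sep2* and 11 in *sep1 sep2 sep3 SEP3*. Since the paper chose this list on these libraries, these counts are not independent evidence for it. *CRABS CLAW* (*CRC*, AT1G69180, chromosome 1, 26007350 to 26009141 in TAIR10.1) had the highest counts of the 3 genes, with 50.9 ± 6.46 CPM (SD, n = 2) in *sep1 sep2*, 11.8 ± 3.12 in the libraries labelled *sep1 sep2 sep3* and 56.2 ± 13.0 in *sep1 sep2 sep3 SEP3* (log2 fold changes -2.11 and 2.25, standard error 0.19 each, FDR 2.70e-06 and 1.27e-06 from edgeR's quasi-likelihood test). *HECATE2* (*HEC2*, AT3G50330, chromosome 3, 18656955 to 18658377) changed most, from 5.13 ± 1.48 CPM (SD, n = 2) to 0.337 ± 0.00345 and back to 4.20 ± 0.233 (log2 fold changes -3.91 and 3.62, FDR 4.96e-06 and 1.06e-05 from the same test). *SHATTERPROOF1* (*SHP1*, AT3G58780, chromosome 3, 21738160 to 21742517) changed by -2.32 and 1.93 (standard error 0.23 each, FDR 7.17e-06 and 4.22e-05 from the same test). In the annotation used, *CRC* and *SHP1* overlap genes on the other strand, and the counting is not stated to use the strand. Reads that map to several places were left out by the authors, which lowers the counts of near-identical stretches in gene pairs such as *SHP1* and *SHP2*.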

Genes only bound in the seq-DAP-seq but not in the SEP3 and AG ChIP-seq include the well-characterized AG regulated target *KNU* (47), but also genes with a fourth whorl floral expression pattern, strongly suggesting they are genuine novel targets for the SEP3–AG complex, including *GAMMA-IRRADIATION AND MITOMYCIN C INDUCED 1 (GMI1), NAC DOMAIN CONTAINING PROTEIN 98* and *ATP-BINDING CASSETTE B11 (ABCB11)* (Supplementary Figure S10 and File S1). Thus, the combination of seq-DAP-seq and RNA-seq data provides a complement to ChIP-seq data and allows the identification of both known and potentially novel direct targets that may not be present in ChIP-seq experiments.

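*KNUCKLES* (*KNU*, AT5G14010) lies on chromosome 5 from 4522149 to 4522935 on the forward strand of TAIR10.1. The wild-type *KNU* promoter probe of the EMSA experiments matches the genome once, on the same chromosome from 4521275 to 4521370, between annotated genes, with 778 bp between its end and the start of *KNU*. Its CArG box CCATGTTTGG lies from 4521298 to 4521307. *KNU* had 1.81 ± 1.44 CPM (SD, n = 2) in *sep1 sep2*, 0.942 ± 0.0856 in the libraries labelled *sep1 sep2 sep3* and 3.10 ± 1.09 in *sep1 sep2 sep3 SEP3*, from 20 to 96 counts per library. Relative to *sep1 sep2* its log2 fold change was -0.94 (standard error 0.52, FDR 0.273 from edgeR's quasi-likelihood test), and it became 0.25 without the second *sep1 sep2* library, so 1 library decides this direction. In *sep1 sep2 sep3 SEP3* relative to the libraries labelled *sep1 sep2 sep3* it was 1.71 (standard error 0.51, FDR 0.0401 from the same test), and the FDR ranged from 0.0127 to 0.108 over the other settings, passing the threshold in 6 of 14. *GMI1* (AT5G24280, chromosome 5, 8251220 to 8262603) changed by -0.71 (standard error 0.13, FDR 0.00167), within the threshold on the fold change, and by 1.26 (standard error 0.13, FDR 1.15e-05 from the same test). It overlaps a gene on the other strand. *NAC DOMAIN CONTAINING PROTEIN 98* (*NAC098*, AT5G53950, chromosome 5, 21901704 to 21903854) changed by -1.23 (standard error 0.19, FDR 0.000397) and 1.42 (standard error 0.19, FDR 0.000125 from the same test). *ABCB11* (AT1G02520, chromosome 1, 523536 to 529069) changed by -3.57 (standard error 0.65, FDR 0.00152) and 2.61 (standard error 0.65, FDR 0.0152 from the same test). Its 2 complemented lines differed, with 7.68 CPM in line 1 and 0.968 in line 2 against 0.836 and 0.61 in the libraries labelled *sep1 sep2 sep3*, and without line 1 the second log2 fold change was 0.43. Its FDR in that comparison ranged from 0.00727 to 0.362 over the other settings and passed the threshold in 7 of 14, and in the first comparison it ranged from 3.27e-05 to 0.187 and passed in 12 of 14.

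**Figure D2:**
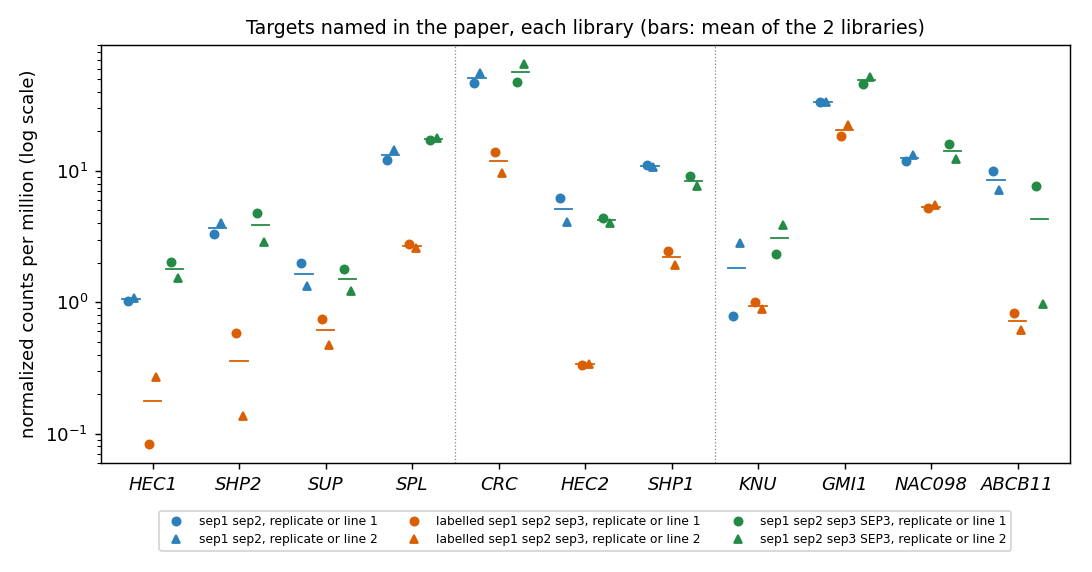
Normalized counts (CPM after TMM normalization, log scale) of the 11 targets named in the text in each of the 6 libraries, with the paper's common targets on the left, ChIP-seq-specific targets in the middle and seq-DAP-seq-specific targets on the right. The libraries labelled *sep1 sep2 sep3* lie below those of the other genotypes for most of these genes, except that 1 of the *sep1 sep2* libraries of *KNU* (0.792 CPM) lies below both of them.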

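The paper's list of co-regulated genes bound only in seq-DAP-seq holds 40 genes, of which 39 were DE in the listed direction in at least one comparison. Of these, 33 were DE in the libraries labelled *sep1 sep2 sep3* relative to *sep1 sep2*, 24 in *sep1 sep2 sep3 SEP3* relative to the libraries labelled *sep1 sep2 sep3* and 18 in both. The counts and effects given here are not independent evidence, since the paper chose the list on these libraries. The median SEP3 effect of the 40 genes was 1.69 on the log2 scale in the first comparison and 1.25 in the second. The effect had the listed sign in all 40 genes in the first comparison and in 35 in the second. *SZF1*, *CAF1a* and *MYC2* are also in the list of rapid wound and touch response genes. Their effects were 2.33, 3.06 and 1 in the first comparison and 0.43, -0.16 and -0.32 in the second. For that list, loss of SEP3 activity is argued against further below. From genes bound only in seq-DAP-seq the paper concludes that combining seq-DAP-seq with RNA-seq identifies both known and potential further direct targets that ChIP-seq may miss.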

## DISCUSSION

Selection and discrimination of genomic binding sites by MADS TF complexes is fundamental to understanding how the family is able to regulate diverse processes including floral organ identity programs. The protein–protein interactions of the MADS TF family are characterized by promiscuous heterodimerization and tetramerization patterns. This is particularly true for the SEP clade, which exhibit extensive interactions with other MADS TFs and act as drivers of oligomerization (48,49). The formation of many different heteromeric MADS complexes complicates the analysis of *in vivo* binding data, particularly with respect to the differences in specificity of complexes containing some of the same partners. For example, determining whorl-specific MADS complex activity requires multiple ChIP-seq and RNA-seq datasets to identify both specific binding sites and putative direct regulatory targets for a unique MADS complex. Seq-DAP-seq has the benefits of a single purified TF complex and direct mapping to genomic DNA, thus providing a powerful tool to determine potential genome-wide binding sites of specific TF complexes as shown here for the SEP3–AG heterotetramer.

MADS TFs bind DNA as obligate dimers, however, the MIKC family of plant MADS TFs are able to tetramerize. How tetramerization may contribute to DNA binding has been difficult to quantify genome-wide, although at specific loci it has been shown to be critical for gene regulation (20). Here we demonstrate that tetramerization is able to both contribute a strong cooperativity effect for two-site binding and to globally increase the affinity of the TF complex for DNA. While these effects are difficult to detect in ChIP-seq datasets due to the complexity of binding of different MADS complexes, complementary methods including EMSA studies and, more recently, SELEX-seq, have shown a preference for specific interdistances (12,16,18). These EMSA data demonstrate that tetramerization favors specific intersite spacing with an integral number of helical turns for SEPALLATA proteins (4, 5 or 6 turns corresponding to ∼42, 52–53 or 63 bp between CArG-boxes) and short-range interactions with cooperativity effects diminishing over longer distances. Recent SELEX-seq experiments using random DNA sequences to generate TFBS models, when combined with ChIP-seq studies, suggested a preference for intersite spacing interval of ∼40–80 bp between CArG boxes for SEP3–AG complexes but with little precision on the actual spacing values (12). The seq-DAP-seq for SEP3–AG presented here allows highly precise mapping of genome wide binding and reveals three distinct intersite distance preferences, ∼36, ∼46 and ∼57 bp. The most favoured intersite distance, ∼46 bp, is present in the KNU promoter. Furthermore, we demonstrate that deviations from this distance were more poorly bound by the SEP3–AG tetramer based on EMSAs. The accuracy of seq-DAP-seq coupled with the direct mapping of bound sequences allows intersite spacing to be defined at almost the single base pair level for genomic binding sites, providing new rules governing TF–DNA interactions.

While MADS TF complexes recognize very similar CArG box sites, their binding profiles vary genome-wide based on both *in vivo* and *in vitro* experiments. Modeling TFBS using the strongest bound regions yields virtually identical DNA-binding motifs, highlighting the limitation in simple models to fully capture the complexity of DNA-binding required for proper target gene regulation. TFBS models that distinguish between TFs of the same family and account for the added specificity due to complex formation are becoming increasingly recognized as important to understanding TFBS syntax (25). An important question is to what extent a simplified *in vitro* system such as seq-DAP-seq can capture physiologically relevant binding sites. Comparing ChIP-seq data for AG and SEP3 with seq-DAP-seq data for the SEP3–AG complex reveals a high degree of overlap between *in vivo* and *in vitro* bound regions (∼50% of ChIP-seq bound regions are bound in seq-DAP-seq). This suggests that seq-DAP-seq is able to capture a large portion of *in vivo* binding sites. Previous studies have shown that many *in vivo* bound regions by SEP3 and AG do not contain CArG box-like sites. Indeed, the sites bound in ChIP-seq but not bound in seq-DAP-seq have overall weaker bound sites based on TFFM analysis, suggesting these sites may require or are dependent on additional factors for recognition by the SEP3–AG complex (Supplementary Figure S8).

In order to identify direct targets and reconstruct GRN, combining expression and binding data is essential. Extensive work cataloging the stage specific and domain specific expression profiles of DE genes during flower and floral organ development has been performed using WT, inducible systems and loss-of-function mutants (10,12–14,33,50,51). Examination of ChIP-seq and seq-DAP-seq bound regions and DE genes in the fourth whorl during carpel development reveals a high degree of overlap (Figure 5) with not only many well-characterized targets of AG and/or SEP3 including *HECATE1*, *SHATTERPROOF2, SUPERMAN* and *SPOROCYTELESS* present in ChIP-seq and seq-DAP-seq datasets, but also either ChIP-seq (e.g. *CRABS CLAW, HECATE2* and *SHATTERPROOF1*) or seq-DAP-seq (e.g. *KNU*) specific targets. Further study of seq-DAP-seq specific genes including *NAC DOMAIN CONTAINING PROTEIN 98, GMI1* and *ABCB11* will be required to determine whether these are *bonafide in vivo* direct targets of the SEP3–AG complex. However, the known SEP3–AG target, *KNU*, is present in our seq-DAP-seq data but not bound in SEP3 or AG ChIP-seq data, suggesting that seq-DAP-seq is able to identify additional regulated genes of the SEP3–AG complex. GO term analysis of seq-DAP-seq bound regions and AG regulated genes suggests additional metabolic processes including abscisic acid and secondary metabolite processes may be regulated by the SEP3–AG TF complex and warrant further investigation.

The seq-DAP-seq protocol described here provides a powerful tool to interrogate the binding of TF complexes to genomic DNA. By exploiting unique C-terminal epitope tags in the seq-DAP-seq experiments, we were able to investigate unique heteromeric MADS complexes and to unambiguously identify the genomic DNA binding sites specific for each complex. We used this novel methodology to address the question of how complex formation by MADS TFs impacts DNA binding specificity and affinity genome-wide for the SEP3 homocomplex, SEP3–AG heterotetramer and SEP3^Δtet^-AG heterodimer. Applying the same protocols to other floral organ MADS complexes will likely reveal unique interspacing and organ specific target genes for the different floral organ quartets. The data presented here helps explain MADS TF binding specificity and demonstrates the importance of tetramerization for DNA-binding and site selection. As many TFs do not act alone but form larger complexes required for DNA binding and gene regulation, the seq-DAP-seq method will enable the exploration of the complicated binding syntax of heteromeric TF complexes in a simplified and elegant *in vitro* system.

## DATA AVAILABILITY

The RNA-seq and seq-DAP-seq datasets are available under the GEO accession numbers GSE150605 and GSE150528, respectively, and a session link for the UCSD genome browser is available at https://genome.ucsc.edu/s/ArnaudStigliani/MADS. Scripts can be downloaded from https://github.com/Bioinfo-LPCV-RDF/MADS_analysis.

## Supplementary Material

gkaa729_Supplemental_Files Click here for additional data file.

# Supplementary material for: Genome-wide binding of SEPALLATA3 and AGAMOUS complexes determined by sequential DNA-affinity purification sequencing
**Source:** Nucleic Acids Res. 2020 Sep 5;48(17):9637–48. doi: 10.1093/nar/gkaa729
**Supplement:** gkaa729_Supplemental_Files

# Supplemental Figure 1

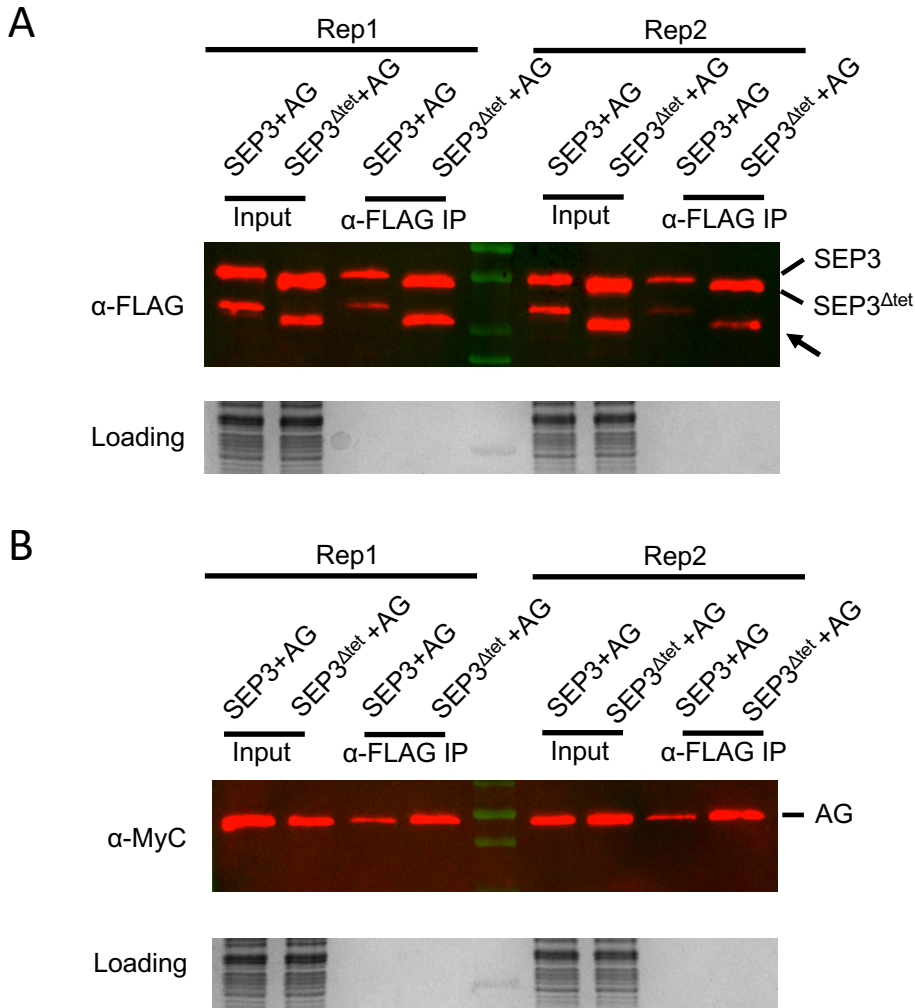

**Figure S1: Western blot of SEP3-AG and SEP3<sup>Δtet</sup>-AG complexes used in the seq-DAP-seq.** (A) Anti-FLAG western blot. SEP3 and SEP3<sup>Δtet</sup> are tagged with FLAG in the C-terminus and AG with Myc in the C-terminus. The arrow indicates a degradation product of SEP3 or SEP3<sup>Δtet</sup>. The protein complexes (input) are produced to a similar amount in the two reactions, more SEP3<sup>Δtet</sup>-AG protein complex is retained than SEP3+AG after anti-FLAG pull-down. (B) Anti-Myc Western blot. For all reactions, two replicates were performed (Rep1 and Rep2). SEP3-AG and SEP3<sup>Δtet</sup>-AG complexes were produced by *in vitro* transcription and translation using the same amount of plasmid DNA as input.

Supplemental Figure 2

A

|                          | Replicates | Number of reads | % of reads mapped to genome | % of reads in peaks |
|--------------------------|------------|-----------------|-----------------------------|---------------------|
| Input                    |            | 11267635        | 74.76                       |                     |
| SEP3                     | Rep1       | 24989437        | 74.48                       | 0.53                |
|                          | Rep2       | 17889377        | 74.42                       | 1.41                |
|                          | Rep3       | 16538597        | 73.92                       | 2.24                |
|                          | Rep4       | 20709572        | 73.04                       | 10.70               |
| SEP3 <sup>Δtet</sup> -AG | Rep1       | 15984624        | 74.91                       | 6.94                |
|                          | Rep2       | 26149053        | 75.69                       | 4.80                |
| SEP3-AG                  | Rep1       | 16314213        | 76.72                       | 31.53               |
|                          | Rep2       | 13350530        | 76.47                       | 20.60               |
|                          | Rep3       | 11806147        | 73.95                       | 26.42               |

B

|                               |                                   | Pearson correlation coefficient |
|-------------------------------|-----------------------------------|---------------------------------|
| SEP3 rep3                     | SEP3 rep4                         | 0.838                           |
| SEP3 rep2                     | SEP3 rep4                         | 0.744                           |
| SEP3 rep2                     | SEP3 rep3                         | 0.503                           |
| SEP3 rep1                     | SEP3 rep4                         | 0.815                           |
| SEP3 rep1                     | SEP3 rep3                         | 0.772                           |
| SEP3 rep1                     | SEP3 rep2                         | 0.684                           |
|                               |                                   |                                 |
| SEP3 <sup>Δtet</sup> -AG rep1 | SEP3 <sup>Δtet</sup> -AG rep2     | 0.909                           |
|                               |                                   |                                 |
| SEP3-AG rep3                  | SEP3-AG rep2                      | 0.951                           |
| SEP3-AG rep3                  | SEP3-AG rep1                      | 0.951                           |
| SEP3-AG rep2                  | SEP3-AG rep1                      | 0.981                           |
|                               |                                   |                                 |
| SEP3-AG (merged)              | SEP3 (merged)                     | 0.433                           |
| SEP3-AG (merged)              | SEP3 <sup>Δtet</sup> -AG (merged) | 0.627                           |

**Figure S2: Next generation sequencing statistics (A) and Pearson correlation coefficient between replicates (B) of DAP-seq and seq-DAP-seq libraries.** At least two replicates were performed for all experiments.

# Supplemental Figure 3

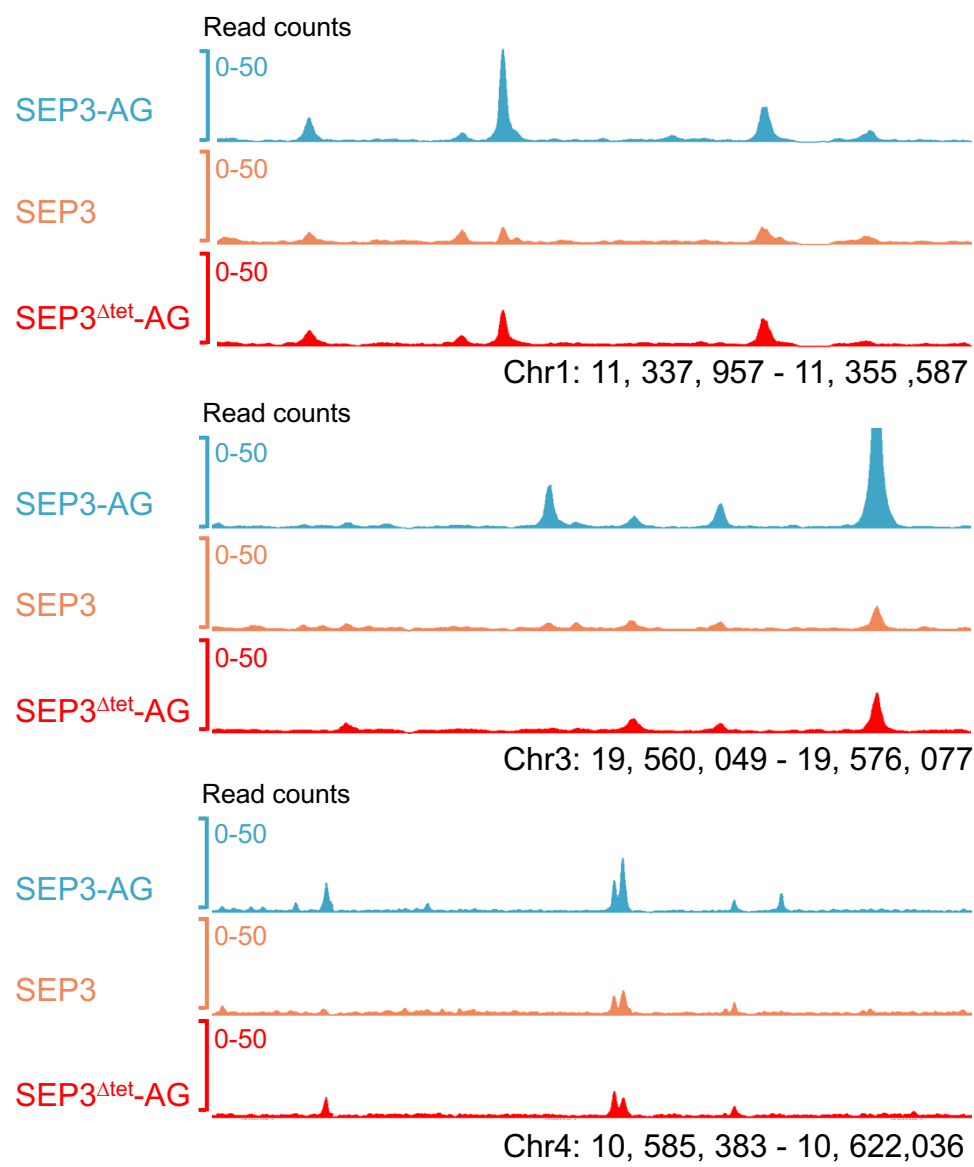

**Figure S3. Representative IGB profiles of DAP-seq of SEP3, and seq-DAP-seq of SEP3-AG and SEP3<sup>Δtet</sup>-AG for different chromosomal regions.** Binding profiles for the complexes varies for some regions with unique sites bound or intensity of peaks changing for the different complexes.

# Supplemental Figure 4

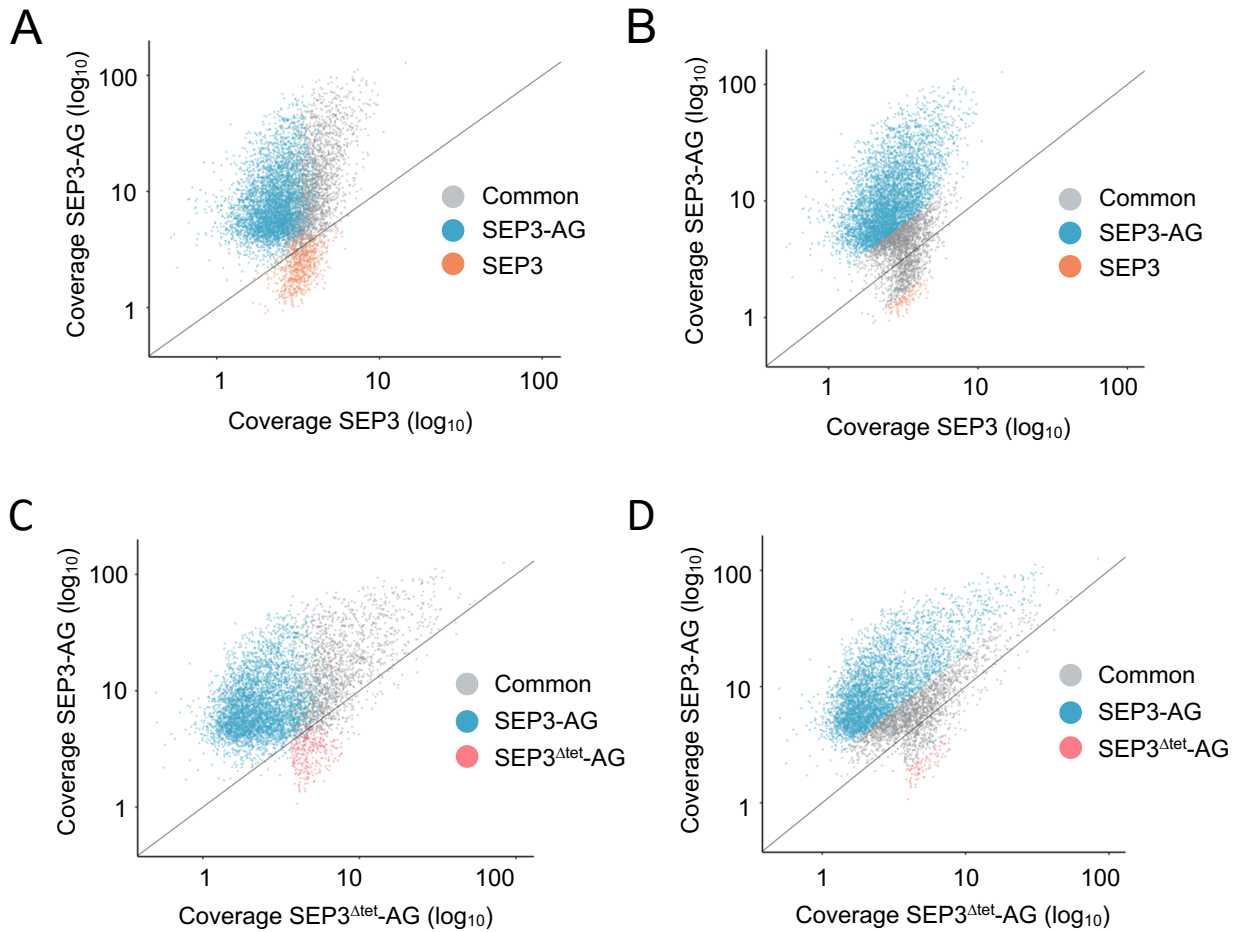

**Figure S4. Comparison of peak calling using MACS2 peak caller and based on 2-fold coverage enrichment. (A)** Automatic peak calling and color coding using MACS2 with SEP3-AG specific peaks in blue, SEP3 specific peaks in orange and common peaks in gray. **(B)** Peak assignment using a two-fold coverage change cut-off, with peaks colored as per (A). The automatic peak calling resulted in a number of mis-assigned peaks, which were either present in both datasets with comparable read coverage and assigned to only one or exhibited a strong fold reduction in one dataset versus the other but were assigned as common because of their high coverage. **(C and D)** Comparison of SEP3-AG and SEP3<sup>Δtet</sup>-AG as per (A and B) with SEP3<sup>Δtet</sup>-AG peaks in red.

# Supplemental Figure 5

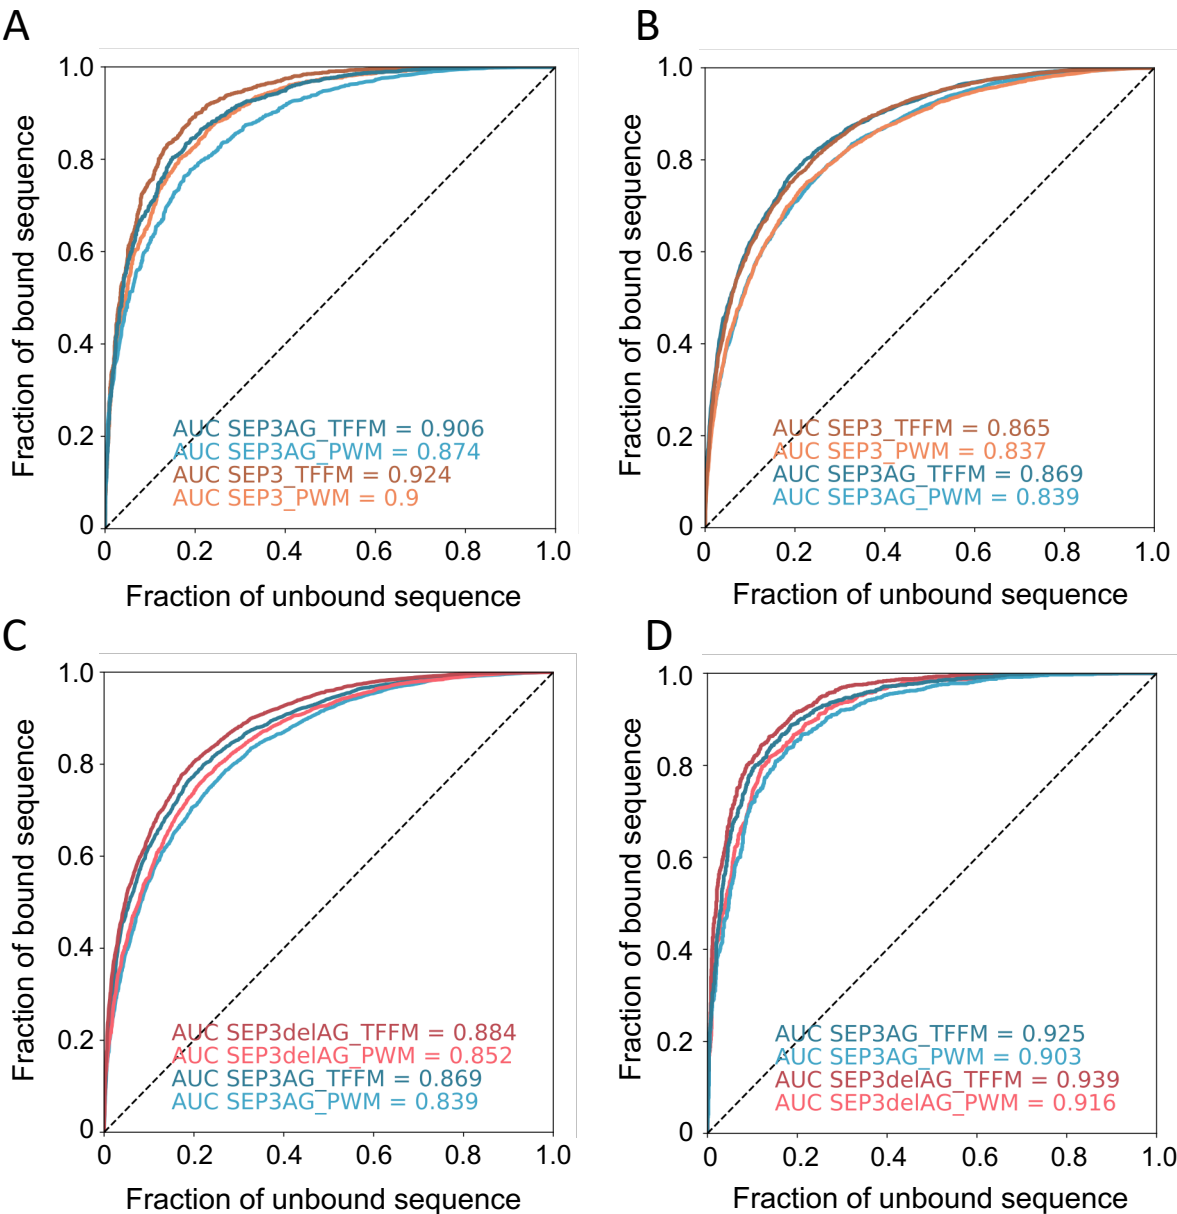

**Figure S5. Comparisons of the predictive power of SEP3, SEP3-AG and SEP3<sup>Δtet</sup>-AG PWM and TFFM applied to all seq-DAP-seq datasets. (A)** PWM and TFFM from the top 600 SEP3 DAP-seq peaks applied to SEP3 (light and dark orange, respectively) and SEP3-AG (light and dark blue, respectively). The PWM and TFFM of SEP3 perform less well on the SEP3-AG datasets than on the SEP3 datasets. **(B)** PWM and TFFM from the top 600 SEP3<sup>Δtet</sup>-AG seq-DAP-seq peaks applied to SEP3 (light and dark orange, respectively) and SEP3-AG (light and dark blue, respectively). **(C)** PWM and TFFM from the top 600 SEP3-AG DAP-seq peaks applied to SEP3<sup>Δtet</sup>-AG (light and dark red, respectively) and SEP3-AG (light and dark blue, respectively). The PWM and TFFM perform similarly on the SEP3-AG and SEP3<sup>Δtet</sup>-AG datasets. **(D)** PWM and TFFM from the top 600 SEP3<sup>Δtet</sup>-AG DAP-seq peaks applied to SEP3<sup>Δtet</sup>-AG (light and dark red, respectively) and SEP3-AG (light and dark blue, respectively). The PWM and TFFM perform similarly on the SEP3-AG and SEP3<sup>Δtet</sup>-AG datasets and yield an exceptionally good model. For all comparisons the 600 peaks of the training set used to generated the PWM and TFFM models were excluded from the data in calculating the AUC scores.

# Supplemental Figure 6

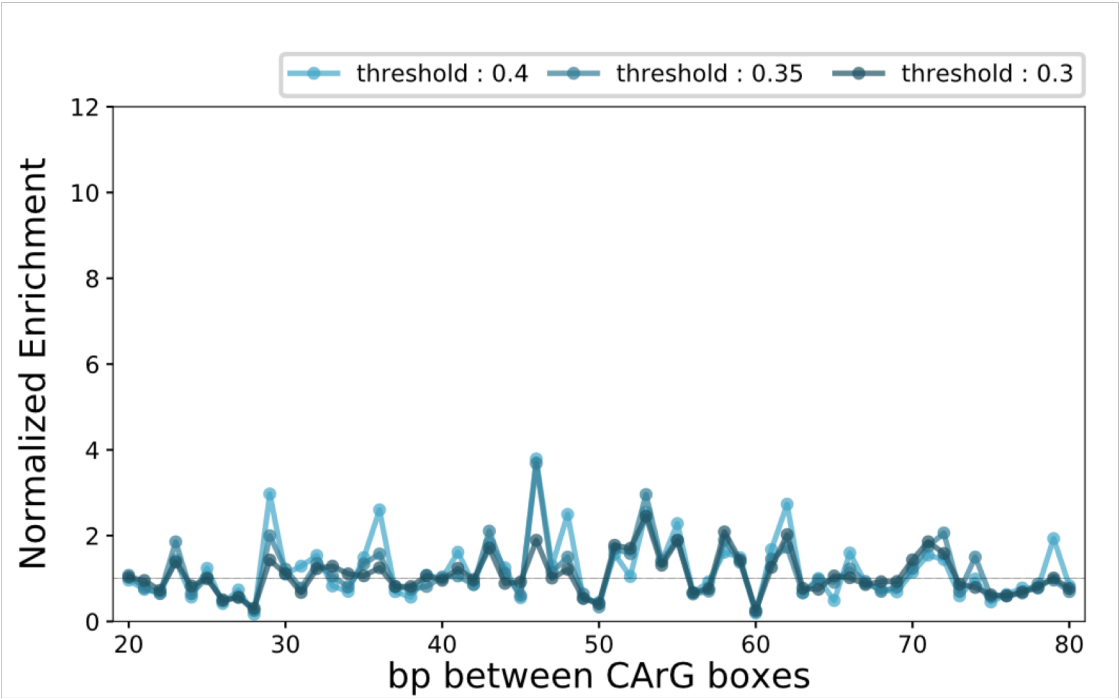

**Figure S6. Analysis of intersite spacing for common peaks in SEP3 ChIP-seq and AG ChIP-seq using the TFFM derived from seq-DAP-seq of SEP3-AG. No clear enrichment intersite spacing was observed. Thresholds as per Figure 3.**

# Supplemental Figure 7

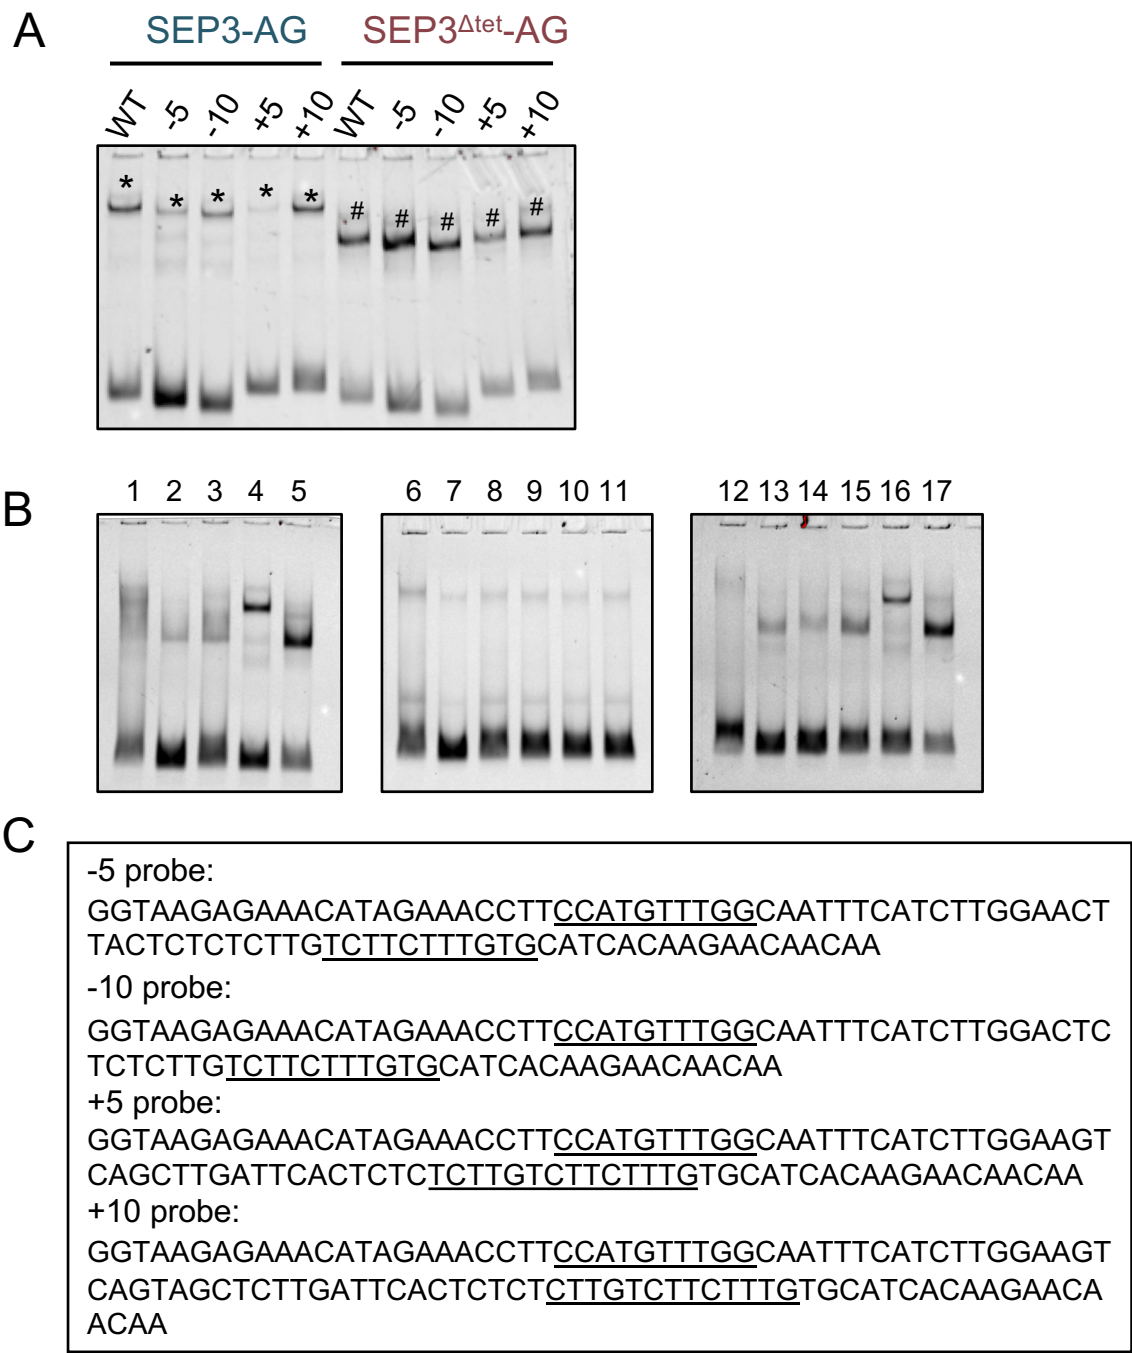

**Figure S7: EMSA of SEP3-AG and SEP3<sup>Δtet</sup>-AG binding to the *KNU* promoter with 2 CARG boxes 45-46 bp apart in WT. A.** EMSA of SEP3-AG and SEP3<sup>Δtet</sup>-AG binding to the *KNU* promoter with 2 CARG boxes. Spacing was varied in 5bp increments via deletion or insertion. \* indicate tetramer binding and # indicate dimer binding. SEP3-AG exhibits a clear preference for WT and +/- 10 bp spacing. **B.** Binding for *KNU* WT (left), the first CARG box site mutated (middle) and the second CARG box site mutated (right). Lanes are 1 (AG), 2 (SEP3), 3 (SEP3<sup>Δtet</sup>), 4 (SEP3-AG), 5 (SEP3<sup>Δtet</sup>-AG), 6 DNA alone, 7 (AG), 8 (SEP3), 9 (SEP3<sup>Δtet</sup>), 10 (SEP3-AG), 11 (SEP3<sup>Δtet</sup>-AG), 12 DNA alone, 13 (AG), 14 (SEP3), 15 (SEP3<sup>Δtet</sup>), 16 (SEP3-AG), 17 (SEP3<sup>Δtet</sup>-AG). The first CARG box is predicted to be a strong binding site based on TFFM (score 0.87) and the second site is predicted to be a weak site (0.006-0.017). **C.** Probe sequences used in A. CARG boxes are underlined.

# Supplemental Figure 8

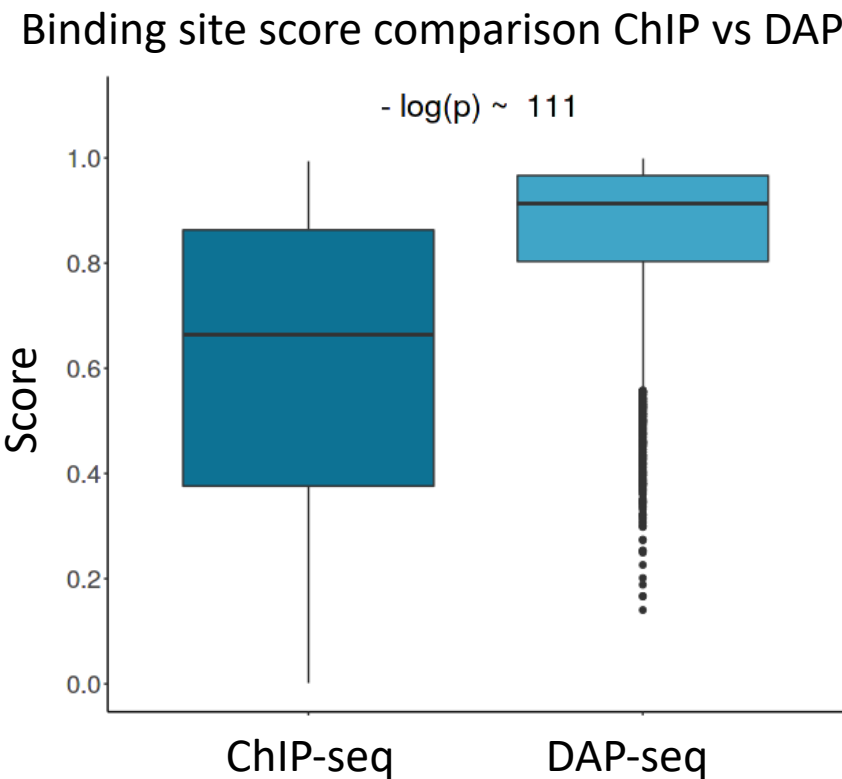

**Figure S8. Comparison of binding site scores based on the SEP3-AG TFFM of peaks bound specifically in ChIP-seq by SEP3 and AG and peaks bound specifically for SEP3-AG in seq-DAP-seq.** Seq-DAP-seq specific peaks exhibit a higher score than ChIP-seq specific peaks suggesting that additional factors may contribute to the *in vivo* binding patterns of the SEP3-AG complex.

# Supplemental Figure 9

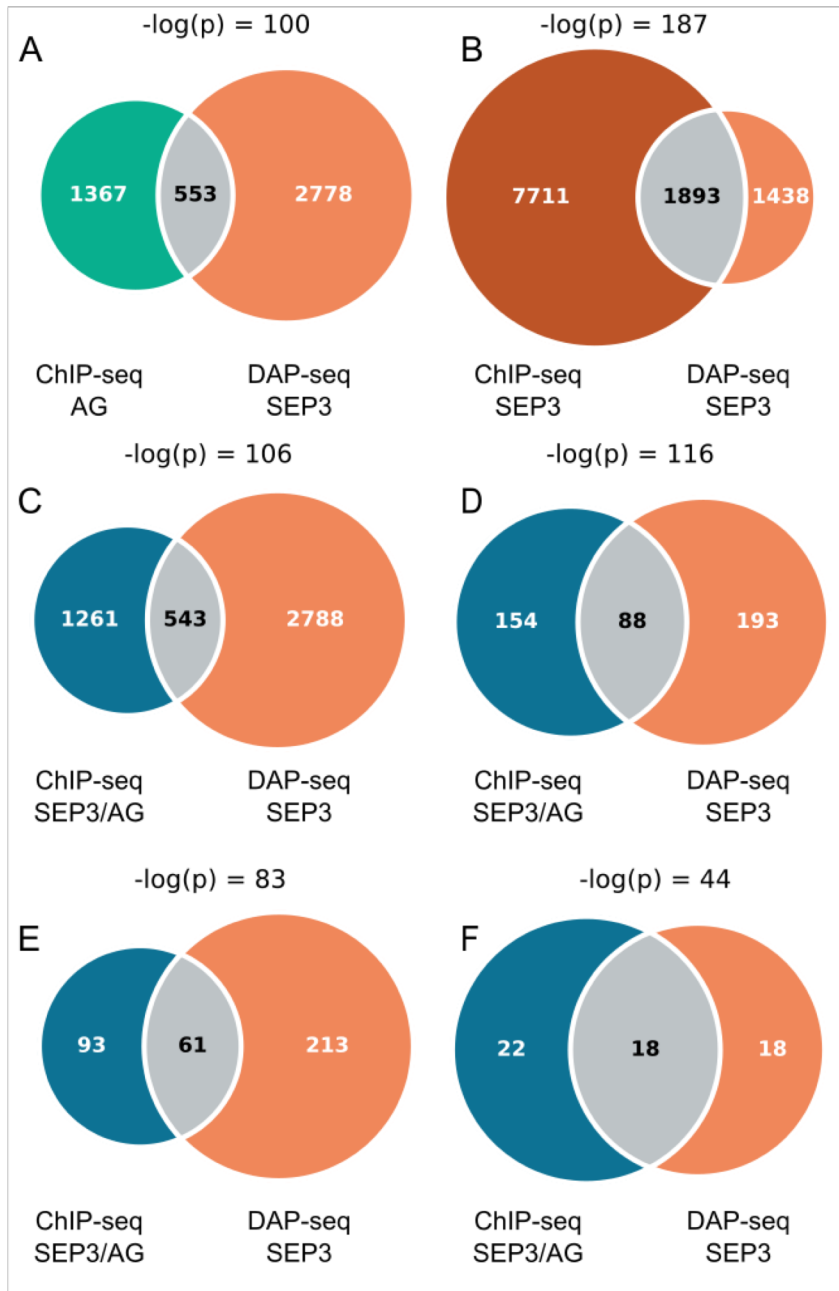

**Figure S9. Venn diagrams for DAP-seq, ChIP-seq and RNA-seq datasets.** (A) Overlapping genes associated with peaks in AG ChIP-seq and SEP3 DAP-seq. The AG ChIP-seq (green) and SEP3 DAP-seq (orange) show significant overlap (gray) with  $-\log(p)=100$ . (B) Overlap between SEP3 ChIP-seq (brown) and SEP3 DAP-seq (orange). Overlapping genes are in gray with  $-\log(p)=187$ . (C) Genes bound both in AG and SEP3 ChIP-seq (dark blue) overlapped with genes associated with SEP3 DAP-seq peaks (orange), common genes are in gray. (D) Overlap of genes differentially regulated by AG and bound in SEP3 and AG ChIP-seq (dark blue) with genes differentially regulated by AG and bound in SEP3 DAP-seq (orange). Overlapping genes are in gray. (E) Overlap of genes differentially regulated by SEP3 and bound in SEP3 and AG ChIP-seq (dark blue) with genes differentially regulated by SEP3 and bound in SEP3 DAP-seq (orange). Overlapping genes are in gray. (F) Overlap of genes differentially regulated by AG and SEP3 and bound in SEP3 and AG ChIP-seq (dark blue) with genes differentially regulated by AG and SEP3 and bound in SEP3 DAP-seq (orange). Overlapping genes are in gray. See Supplemental excel file S1 for list of genes.

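For Supplementary Figure S9E, the SEP3-regulated genes are divided by binding in SEP3 and AG ChIP-seq and in SEP3 DAP-seq. Counted from the DE calls made here, 98 SEP3-regulated genes were bound in ChIP-seq only, 64 in both and 239 in SEP3 DAP-seq only. The paper's list for Supplementary Figure S9E holds 93 genes bound in ChIP-seq only, of which 89 were DE here, and 61 bound in both, of which 60 were DE here. A further 199 genes of its list for SEP3 DAP-seq only were DE here.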

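Among the genes that the paper lists as changed in the same direction by AG and SEP3, 22 were bound in SEP3 and AG ChIP-seq but not in SEP3 DAP-seq, 18 in both and 18 in SEP3 DAP-seq only. Of these 58 genes, 57 were DE in at least one comparison of the RNA-seq libraries. The median SEP3 effect in the listed direction relative to *sep1 sep2* was 1.99 on the log2 scale for genes bound in ChIP-seq only, 1.66 for genes bound in both and 1.71 for genes bound in SEP3 DAP-seq only, and in *sep1 sep2 sep3 SEP3* it was 1.97, 1.39 and 1.33. Differences between these groups were not tested. The paper chose these genes on the same libraries, so the counts and effects are not independent evidence for them.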

Supplemental Figure 10

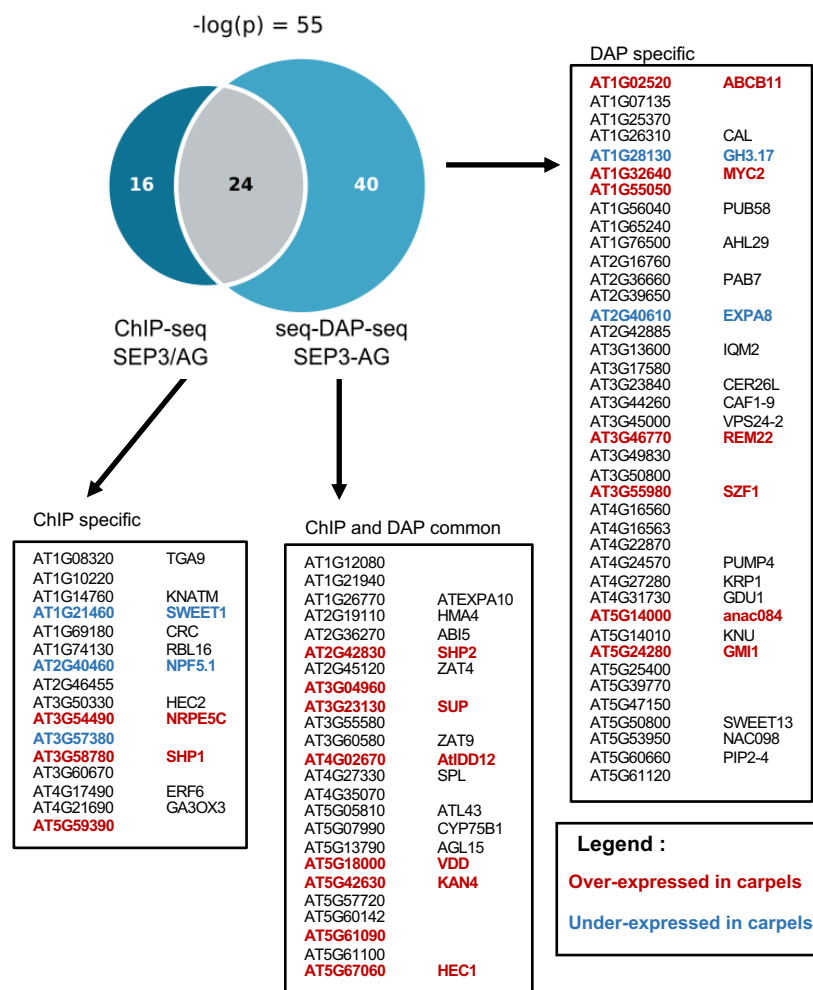

**Figure S10. Venn diagram for genes regulated by AG and SEP3 (up- or down-regulated by both) and bound in ChIP-seq, seq-DAP-seq or both.** SEP3-AG differentially regulated genes present specifically in ChIP-seq (AG and SEP3, dark blue), in SEP3-AG seq-DAP-seq (light blue) or in both (grey). Additional color-coding indicated genes that show a carpel expression pattern consistent with the SEP3-AG regulation (up regulated by both and with stronger expression in carpel [red] than other floral organs or down regulated and with lower expression in carpels [blue]) according to eFP browser.

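The diagram covers 80 genes, of which 72 are listed as raised and 8 as lowered by both factors. Of the 72 genes, 70 were DE in that direction in at least one comparison of the RNA-seq libraries and 44 in both, with a median SEP3 effect of 1.88 on the log2 scale in the libraries labelled *sep1 sep2 sep3* relative to *sep1 sep2*, signed so that a gene raised with SEP3 is positive, and of 1.49 in *sep1 sep2 sep3 SEP3*. The 8 genes were DE in that direction, 6 in the first comparison and 2 in the second, with median effects of -1.21 and -0.86. The 24 genes common to ChIP-seq and seq-DAP-seq had median effects of 1.65 and 1.47. Of them, 17 were DE in the first comparison, 22 in the second and 16 in both. The paper chose the genes of this diagram on the same libraries, so these counts and effects are not independent evidence.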

How the deposited data were processed for this re-analysis (not part of the article)

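Inflorescence RNA of the *sep1 sep2* mutant, the *sep1 sep2 sep3* mutant and the *sep1 sep2 sep3* mutant expressing *SEP3* was sequenced by the authors as read pairs, with 2 libraries per genotype and 6 in all. The 2 libraries of *sep1 sep2 sep3* expressing *SEP3* come from independent lines. Wild-type libraries, which the paper also describes, were not analysed here.

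The authors mapped the reads to TAIR10 with STAR, without reads that map to several places, and counted the reads on each gene with FeatureCount in the Galaxy platform. The paper states default parameters for FeatureCount and for edgeR. They deposited these counts for 33610 genes per library as whole numbers without normalization. Beyond these default parameters, the paper's text does not say whether the counting used the strand, and it names no software versions. Between 85.9 and 88.3% of the counts from 1 to 20 were even numbers in each library. The authors' 2 deposited comparison tables hold 19777 genes each, with log2 fold changes and mean log2 CPM values that the authors computed with edgeR. They also hold the authors' F statistic, a score for each gene that was not used here, and the authors' p-values and FDR values, adjusted over the genes of the table. The tables hold all 19160 genes with over 1 CPM in at least 2 of the 6 libraries. They also hold 60 genes without counts in any of these libraries, so the choice of genes in these tables does not rest on these 6 libraries alone. The paper's text names no filter on low counts.

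Counts per library came to between 24000063 and 31263376 with a median of 24884508.5. Where both libraries of a genotype had at most 3 counts of a gene, lower bounds of its fold change used a floor of 3 counts. This floor covers counting error only. All log2 fold changes from edgeR, also those that ranked the genes by rise or fall, used the prior count instead of the floor. The 25458 genes with a count in at least 1 library were tested with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. One fit of all 6 libraries with a mean per genotype was made after TMM normalization, with edgeR's default prior count of 0.125 and the quasi-likelihood test. The comparisons were the paper's 2, the libraries labelled *sep1 sep2 sep3* against *sep1 sep2* and *sep1 sep2 sep3 SEP3* against the libraries labelled *sep1 sep2 sep3*, and in addition *sep1 sep2 sep3 SEP3* against *sep1 sep2*. As in the paper, DE genes had a log2 fold change above 1 or below -1 and a Benjamini-Hochberg FDR under 0.05, and the DE genes of the paper's 2 comparisons were combined. The standard error of a log2 fold change was derived from the fold change and its test statistic. Normalized counts are CPM after TMM normalization. The genotype labels were used as given, although *SEP3* counts were not lower in the libraries labelled *sep1 sep2 sep3*.

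Genes bound in ChIP-seq, DAP-seq or seq-DAP-seq were taken from the gene lists of Supplementary File S1. ChIP-seq-bound genes are those bound by both SEP3 and AG, so genes bound by only SEP3 or only AG count among the others. Overlaps were tested with Fisher's exact test, two-sided, over the genes with counts. The copy of the list of all genes bound by SEP3-AG in seq-DAP-seq used here is shortened, so no overlap test was made on it, and seq-DAP-seq binding was taken from the complete lists of Figure 5C, E and F. Correlations of SEP3 effects across genes were set beside 30 simulated sets of 6 libraries without differences between genotypes, drawn from the mean of the genotype that the comparisons share.

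The genes named in the text follow a rule set before the data were examined. They are the *SEP* genes of the genotypes and *AG*, the targets that the paper's results name, members of reported marker lists, and the 3 genes with the largest rise and the 3 with the largest fall with SEP3 among genes DE in both comparisons with a mean of at least 5 CPM. By this rule *GRP19* (AT5G07550), AT5G48210 and *cPT9* (AT5G60510) had the largest rise. They had 0 counts in both libraries labelled *sep1 sep2 sep3*. Their mean in *sep1 sep2* was at least 195-fold, 155-fold and 122-fold higher than the floor of 0.114 CPM. The *sep1 sep2* libraries differed, with 34.3 and 9.99 CPM of *GRP19*, 24.2 and 11 of AT5G48210 and 16 and 11.5 of *cPT9*. In *sep1 sep2 sep3 SEP3* these genes were at least 140-fold, 75.2-fold and 75.5-fold higher in line 1, and line 2 had 0, 0 and 0.161 CPM. *ESM1* (AT3G14210), *GPT2* (AT1G61800) and *MSRB5* (AT4G04830) had the largest fall with SEP3, with log2 fold changes of 1.39, 2.64 and 2.69 relative to *sep1 sep2* and of -2.38, -1.96 and -1.84 in *sep1 sep2 sep3 SEP3* (FDR at most 0.0097 from edgeR's test). *ESM1* and *MSRB5* passed the threshold in all 14 other settings in both comparisons. *GPT2* passed it in 12 of 14 in the first (FDR from 0.000137 to 0.214) and in 7 of 14 in the second (FDR from 0.00252 to 0.368), and its log2 fold changes were 1.73 and -1.05 without the first library labelled *sep1 sep2 sep3*, and the second was -3.16 without line 1 of *sep1 sep2 sep3 SEP3*. The calls of *GRP19*, AT5G48210 and *cPT9* also depended on the setting. They passed the threshold in 9, 11 and 12 of 14 settings in the first comparison (FDR up to 0.38) and in 8, 8 and 9 in the second (FDR up to 0.533). Coordinates are those of the TAIR10.1 annotation, whereas the authors' counting used TAIR10.

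Marker lists were also set before the data were examined and tested with camera with a preset correlation of 0.01 between genes, over 7 lists and the paper's 2 comparisons. They cover tapetum and pollen wall, carpel and ovule, floral MADS-box genes other than *SEP*, photosynthesis, rapid wound and touch response, core hypoxia response, and photoperiod and clock genes. The 12 photosynthesis genes had a median log2 fold change of 0.35 in the libraries labelled *sep1 sep2 sep3* relative to *sep1 sep2* (FDR 1.96e-05 from camera and 0.0827 from fry) and of -0.73 in *sep1 sep2 sep3 SEP3* (FDR 2.50e-15 and 0.0124). The 8 hypoxia genes had medians of -0.59 (FDR 0.0482 from camera and 0.114 from fry) and 0.19 (FDR 0.246 and 0.237). With 1 library left out, the hypoxia medians lay between -0.78 and -0.36 and between 0.08 and 0.42. The photosynthesis medians then lay between 0.21 and 0.46 and between -0.83 and -0.62. With the FDR adjusted over the list alone, 1 and 4 photosynthesis genes and 2 and 1 hypoxia genes were DE.

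The alternatives set before the data were examined were DESeq2 1.42.0, RLE size factors or library size only in edgeR, edgeR's filter on low counts, at least 1 CPM in at least 2 libraries, the likelihood ratio test, robust settings, a fit of only the genotypes compared, the replicate number as a block, an FDR under 0.01, no threshold on the fold change, a prior count of 2 and leaving out each library in turn. The genes of the authors' deposited tables, with and without robust settings, a crossed block, each read pair counted once and overlap tests over genes with a mean of at least 1 CPM were chosen after seeing the data. Python 3.11.15 and matplotlib 3.10.9 drew the plots.

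The scripts were tested on simulated counts with 200 changed genes among 25237 tested genes. The edgeR test recovered 195 and 197 of the changed genes in the comparisons with changes, and also called 56 unchanged genes in each and 39 in the comparison without changes. With edgeR's filter on low counts, over 20583 genes, it recovered 192 and 190 and called 24, 21 and 4 unchanged genes. DESeq2 recovered 193 and 194 and called 20, 23 and 8. The false calls without a filter exceed the share that the FDR threshold allows, and the fit without a filter was kept as set before the data were examined. Groups of 2 libraries are too small to test a single library as an outlier or to count other splits of the libraries.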

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

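All tests of explanations in this part were chosen only after the result they address was seen.

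The paper does not report the comparison of *sep1 sep2 sep3 SEP3* with *sep1 sep2*, in which 383 genes were DE, 93 higher and 290 lower. Of the 290 genes, 210 were also lower in the libraries labelled *sep1 sep2 sep3* than in *sep1 sep2*, and of the 93 genes 66 were also higher. Together 276 genes differed from *sep1 sep2* in the same direction in both genotypes. Of these, 264 were not DE between *sep1 sep2 sep3 SEP3* and the libraries labelled *sep1 sep2 sep3*, and 181 also had a log2 fold change there within 0.5 of 0. The comparisons share the *sep1 sep2* libraries, and in 30 simulated sets without differences at most 3 genes were shared, with a median of 1. The correlation of the fold changes across genes was not above that of the simulated sets (Pearson 0.461 against a median of 0.504, Spearman 0.46 against 0.47). The correlation therefore adds nothing to the count of shared genes. The share of genes with the same sign was 68.22%, above the 65.7 to 67.6% of the simulated sets. Of the 264 genes, 65 are in the paper's list of genes regulated by SEP3 and bound, and 18 are in its list of genes changed in the same direction by AG and SEP3. Library size or the TMM step is argued against, because 333 genes were DE with library size only. That fit does not correct for composition, so it cannot argue against composition. The settings with library size only and with 1 library left out had been set before the data were examined. Only their use in this part as tests of an explanation was chosen after the result was seen. Whether the lower genes are genes whose expression returned only in part cannot be told apart from other causes. Of them, 3.45% were DE and higher than in the libraries labelled *sep1 sep2 sep3*, but choosing genes that were lower than in *sep1 sep2* selects against such a rise, and a return below the thresholds is not counted. *SEP3* counts above those of *sep1 sep2* are argued against as the cause of the 66 genes that were also higher in the libraries labelled *sep1 sep2 sep3*, where *SEP3* did not differ from *sep1 sep2* beyond the replicate error. For the other 27 genes this cause cannot be told apart from others. Of these, 13 were DE and higher than in the libraries labelled *sep1 sep2 sep3*, but choosing genes that were not higher there favours such a rise. The number of DE genes in this comparison depends on the processing and fell to between 160 and 166 with filters on low counts. With 1 library of the genotypes compared left out, between 316 and 355 of the 383 genes kept their direction and a log2 fold change beyond the threshold.

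The list of 12 rapid wound and touch response genes, which includes *WRKY40*, *ERF5*, *ZAT10* and *TCH4*, had a median log2 fold change of -2.86 in *sep1 sep2 sep3 SEP3* relative to *sep1 sep2*, and 11 of its genes were DE and lower, with the FDR over all genes and adjusted over the list alone (FDR of the list 9.22e-10 from camera and 0.167 from fry). The comparison of the libraries labelled *sep1 sep2 sep3* with *sep1 sep2* gave a median of -2.69 with 9 genes DE and lower, or 10 adjusted over the list alone (FDR 3.13e-06 from camera and 0.123 from fry). Loss of SEP3 activity is argued against, because the list stayed at its level when *SEP3* was expressed again, with a median of -0.07 and 0 genes DE, and 0 at an unadjusted p-value under 0.05, while the tapetum list from the same libraries rose. Library size is argued against, because with library size only the list passed the threshold in the libraries labelled *sep1 sep2 sep3* relative to *sep1 sep2* (FDR 7.06e-06 from camera). In *sep1 sep2 sep3 SEP3* relative to *sep1 sep2*, its median was then -2.8. A single library does not account for the whole difference. In the libraries labelled *sep1 sep2 sep3* relative to *sep1 sep2*, the median was -1.5 without the first *sep1 sep2* library and -3.22 without the second. In *sep1 sep2 sep3 SEP3* relative to *sep1 sep2*, it lay between -3.44 and -1.98 with 1 library left out. The *sep1 sep2* libraries differed from one another, with medians of 4.84 and 3.21 on the log2 CPM scale, against 1.07 to 1.48 in the other 4 libraries. A candidate explanation that stays open is other handling or another hour of harvest of the *sep1 sep2* samples, which predicts the 11 lower genes of the list in *sep1 sep2 sep3 SEP3*. The labels and the paper's text name no such difference, and a response of these genes to the genotype that *SEP3* expression does not reverse was not tested. Of the 12 genes, 6 are in the paper's list of genes regulated by SEP3 and bound, and 5 in its list of genes changed in the same direction by AG and SEP3.

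Of the 10 photoperiod and clock genes, 6 were DE in *sep1 sep2 sep3 SEP3* relative to *sep1 sep2*, also adjusted over the list alone, with *LHY*, *CCA1* and *PRR9* higher and *ELF4*, *LUX* and *BOA* lower. The same 6 genes and *TOC1* were DE in the libraries labelled *sep1 sep2 sep3* relative to *sep1 sep2*. Since the list moves in both directions, its median decides nothing (-1.07, FDR 0.266 from camera and 0.171 from fry, with 8 genes DE adjusted over the list alone). In *sep1 sep2 sep3 SEP3* relative to the libraries labelled *sep1 sep2 sep3*, 0 of these 7 genes changed back past the thresholds and 2 did at an unadjusted p-value under 0.05, but all 7 changed back in sign. Both comparisons use the libraries labelled *sep1 sep2 sep3*, which gives such a change of sign in part by chance. Loss of SEP3 activity with a return only in part therefore cannot be told apart from other causes with 2 libraries per genotype. Libraries of one genotype also differed. *LHY* had 17.5 and 107 CPM in the libraries labelled *sep1 sep2 sep3*, where *PRR5* had 47.1 and 4.68 and *ELF4* had 7.19 and 0.203, against 6.41 and 7.41, 77.5 and 73.9, and 40.8 and 37.6 CPM in *sep1 sep2*. Across the 10 genes, the difference between the libraries labelled *sep1 sep2 sep3* correlated at 0.93 with the difference between the genotypes, which 2.86% of 10000 random lists matched on expression reached in size. Genes are not independent replicates. For the complemented lines the correlation was -0.875 (3.95% of the random lists). These values are consistent with different hours of harvest of the samples, which is a hypothesis, since it was found and tested on the same libraries and no hours of harvest were used here.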

How the results depend on the processing

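All alternatives were set before the data were examined except those named as chosen after seeing the data, and no test of a cause was made in this part.

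The DE genes of the paper's 2 comparisons, the 2368 genes called in at least one of them and the 1329 called in both in the same direction stayed within 1.5 times under every alternative except the fit without a threshold on the fold change. Without that threshold 4020 and 3174 genes passed the FDR, with 5109 in at least one and 2074 in both comparisons, 433 bound in ChIP-seq, 217 also bound in seq-DAP-seq and 663 bound in SEP3 DAP-seq. The share of higher genes among the calls then moved from 11.4 to 36.4% in the first comparison and from 91.3 to 58.6% in the second. Leaving out the threshold admits small changes by construction. Apart from this setting, the alternatives gave between 1541 and 2798 genes in the first comparison and between 1139 and 2242 in the second, with the most in the likelihood ratio test and the fewest with robust settings on the genes of the authors' tables, chosen after seeing the data, and with an FDR under 0.01. Among regulated genes, the odds ratios of binding in SEP3 DAP-seq (3.558 to 6.092) and in SEP3-AG seq-DAP-seq (3.893 to 4.223) for ChIP-seq-bound against other genes passed the threshold of Fisher's exact test in all 15 alternatives. For SEP3-AG seq-DAP-seq each alternative covered only genes that the authors' tables also call, which narrows the range by construction.

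The comparison of *sep1 sep2 sep3 SEP3* with *sep1 sep2* moved most. Its 383 DE genes became 164 with edgeR's filter on low counts, 166 with at least 1 CPM in at least 2 libraries, 208 with robust settings, 211 with an FDR under 0.01 and 1050 without the threshold on the fold change. With the genes of the authors' deposited tables, chosen after seeing the data, 165 genes were DE, and 160 with robust settings in addition. The filters test fewer genes, and simulated counts without changes in this comparison gave 39 calls without a filter and 4 with edgeR's filter. The cause of the other moves was not tested.

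Genes bound by both SEP3 and AG in ChIP-seq were not called more often than all others by more than chance, and the direction was not stable. The others include genes bound by only SEP3 or only AG. The odds ratio of 1.053 became 0.9195 with edgeR's filter (p = 0.374, Fisher's exact test), 0.9699 with at least 1 CPM in at least 2 libraries (p = 0.778), 0.93 with the likelihood ratio test (p = 0.365) and 0.9609 with the genes of the authors' tables (p = 0.713, chosen after seeing the data), and it passed the threshold only without the fold change threshold (1.434, p = 1.42e-09). The cause was not tested. For SEP3 DAP-seq-bound genes the odds ratio of 1.138 lay at the threshold and passed it with RLE size factors (1.158, p = 0.0263, Fisher's exact test), library size only (1.15, p = 0.035), the likelihood ratio test (1.127, p = 0.0379) and no threshold on the fold change (1.184, p = 0.000421), and, all chosen after seeing the data, with a crossed replicate block (1.158, p = 0.0397), with each read pair counted once (1.152, p = 0.0312) and over genes with a mean of at least 1 CPM (1.189, p = 0.0187). The range over all 16 alternatives was 0.000421 to 0.266. Its cause was not tested. Among ChIP-seq-bound genes, those also bound in SEP3 DAP-seq were regulated more often than those not bound there under every alternative except the fit without a threshold on the fold change, where the odds ratio of 1.58 became 1.062 (p = 0.627, Fisher's exact test).

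The marker lists depended on the set test. Under fry the first comparison no longer passed for photosynthesis (median 0.35), wound and touch response (-2.69) and hypoxia (-0.59), and the MADS-box list passed in the second (-0.1). With camera's estimated correlation between genes, the lists that had passed no longer did, with medians of -3.74, -2.49, 0.35, -2.69 and -0.59 in the first comparison for tapetum, carpel, photosynthesis, wound and hypoxia genes, and 3.44, 2.75 and -0.73 in the second for tapetum, carpel and photosynthesis genes. The estimated correlation widens the test of a list by construction. With 1 library left out, medians moved from -3.22 to -1.5 for the wound list, from -1.61 to -0.54 for the clock list and from -0.21 to -0.02 for the MADS-box list in the first comparison, and from -0.28 to 0.82 and from -0.18 to 0.1 for the clock and MADS-box lists in the second. The values nearest to 0 in the first comparison came from leaving out the first *sep1 sep2* library for the wound list, the second library labelled *sep1 sep2 sep3* for the clock list and the second *sep1 sep2* library for the MADS-box list. The lowest and highest values of the second clock range came from leaving out line 2 of *sep1 sep2 sep3 SEP3* and the first library labelled *sep1 sep2 sep3*, and the highest of the second MADS-box range from leaving out the second of these.

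The correlation of SEP3 effects fell from 0.879 to 0.781 or 0.694 (Pearson) and from 0.625 to 0.554 or 0.408 (Spearman) when no library was shared, where each effect rests on fewer libraries. It lay between 0.737 and 0.918 (Pearson) and between 0.57 and 0.715 (Spearman) with 1 library left out.

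The replicate numbers do not pair the samples, because the deviations of same-numbered libraries from their group means had correlations of -0.16, -0.0791 and -0.0744 across genes. With the replicate number as a block, 1782 and 1317 genes were DE in the paper's comparisons and 245 in the comparison of *sep1 sep2 sep3 SEP3* with *sep1 sep2*. With crossed pairing, chosen after seeing the data, 1773, 1292 and 275 genes were DE.

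Among the genes named in the text, 514 of 588 values under the alternatives kept their direction and side of the threshold, 73 no longer passed it and 1, *SUP* with the likelihood ratio test (-1.44), passed it in addition. Robust settings with the genes of the authors' tables (14 values) and robust settings alone (13) accounted for the most. The 252 values with 1 library left out include those where this library belonged to neither genotype compared, which could hardly change. Of the 252 values, 239 were the same within the replicate spread, 10 moved and 3 changed direction. These were *KNU* relative to *sep1 sep2*, whose log2 fold changes ranged from -1.57 to 0.25, and *GRP19* and AT5G48210 in *sep1 sep2 sep3 SEP3*, which ranged from 0 to 11.75 and from 0 to 10.85 and are 0 without line 1, since line 2 has 0 counts of both. *HEC1*, *SUP* and *KNU* have at most 66, 58 and 96 counts in a library, so counting error adds to their spread. Its share in the spread between replicates was not tested, and *HEC1* passed the threshold in all 14 alternatives that gave a test in both comparisons.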

Differences from the paper's values

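No test of a cause was made in this part. The numbers of SEP3-regulated genes bound in ChIP-seq, in seq-DAP-seq and in SEP3 DAP-seq lay within 1.5 times the paper's in the fit used here.

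The paper names *SUP* among the common genes regulated by SEP3-AG. In the fit used here *SUP* was lower in the libraries labelled *sep1 sep2 sep3* but did not pass the threshold (log2 fold change -1.44, FDR 0.0604 from edgeR's quasi-likelihood test). Among the alternatives set before the data were examined it passed only with the likelihood ratio test (FDR 0.0257, with a range of 0.0257 to 0.111 over all alternatives). In the authors' deposited table its log2 fold change is -1.45 with an FDR of 0.0473.

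For the genes changed in the same direction by AG and SEP3 and bound only in ChIP-seq, the paper's text gives an approximate number that is larger than its own list. The list in Supplementary File S1 holds 16 genes, and all 16 were DE here in the listed direction. This is not independent evidence, since the paper chose the list on these libraries.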

Other observations

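All tests of explanations in this part were chosen only after the result they address was seen.

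*SEP3* counts were not lower in the libraries labelled *sep1 sep2 sep3* than in *sep1 sep2*, with 150 and 151 against 130 and 136 CPM. An exchange of the labels of these genotypes is argued against, because *sep1 sep2 sep3 SEP3* differed in 4.18 times as many DE genes from the libraries labelled *sep1 sep2 sep3* as from *sep1 sep2*, whereas exchanged labels would give a ratio below 1. A library of another genotype among them is argued against as well, since the smallest difference to a library of another genotype was 2.8 times that between the libraries labelled *sep1 sep2 sep3*, in chi-square units per degree of freedom. A *SEP3* allele that is transcribed without giving active protein stays open and was not tested, because reads were not analysed here.

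The complemented lines differed in anther genes. The tapetum and pollen wall list was higher in line 1 by a median of 0.72 on the log2 scale, in 13 of 14 genes, above 100% of 10000 random lists matched on mean expression. *SEP3* counts were also higher in line 1 (489 against 332 CPM), whereas *SEP2* was lower (16.6 against 108 CPM). The carpel and ovule list, which also rises with SEP3, differed by a median of 0.18, above 89.6% of the random lists. Other stages or organs in the samples and the *SEP3* level of the line cannot be told apart here, because each predicts higher anther genes in line 1 and there is 1 library per line. The wound list was lower in line 1 (-0.32, above 0.04% of the random lists), as was the clock list (-0.49, above 0%), while the photosynthesis list was higher (0.23, above 99.97%). The MADS-box list (0.1, above 96.33%) and the hypoxia list (-0.18, above 4.36%) lay nearer to the random lists. These percentages describe these libraries and are not p-values.

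Most counts were even numbers, with at least 85.9% of the counts from 1 to 20 in every library, where independent single reads would give about equal numbers of even and odd counts. These values are consistent with both reads of a pair having been counted. With each read pair counted once, an alternative chosen after seeing the data, 2096, 1581 and 399 genes were DE in the 3 comparisons. No biological explanation was tested.

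In the comparison of *sep1 sep2 sep3 SEP3* with *sep1 sep2*, the tapetum list had a median log2 fold change of -0.26 and the carpel and ovule list of -0.2, with 0 genes DE in each and 3 and 1 at an unadjusted p-value under 0.05 (FDR of the lists 0.194 and 0.599 from camera and 0.602 each from fry). With 1 library left out, the tapetum median lay between -0.66 and 0.03 and the carpel median between -0.26 and -0.07. The sign of the tapetum median was therefore not stable. The photosynthesis list was lower by camera and not by fry (FDR 1.16e-07 and 0.0934). Its median of -0.47 lay between -0.6 and -0.37 with 1 library left out. None of its genes passed both thresholds, and 10 of 12 had an unadjusted p-value under 0.05. The MADS-box and hypoxia lists moved both ways, so their medians of -0.11 and -0.05 decide nothing (FDR 0.479 and 0.462 from camera and 0.0934 and 0.508 from fry). In the MADS-box list 0 genes were DE and 4 had an unadjusted p-value under 0.05. In the hypoxia list *ADH1*, which overlaps a gene on the other strand, was DE and lower (log2 fold change -1.1, FDR 0.00365 from edgeR's test). No explanation was tested for these lists.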
